# The energy sensor AMPK orchestrates metabolic and translational adaptation in expanding T helper cells

**DOI:** 10.1096/fj.202001763RR

**Published:** 2021-03-14

**Authors:** Katharina A. Mayer, Ursula Smole, Ci Zhu, Sophia Derdak, Anastasia A. Minervina, Maria Salnikova, Nadine Witzeneder, Anna Christamentl, Nicole Boucheron, Petra Waidhofer‐Söllner, Michael Trauner, Gregor Hoermann, Klaus G. Schmetterer, Ilgar Z. Mamedov, Martin Bilban, Wilfried Ellmeier, Winfried F. Pickl, Guido A. Gualdoni, Gerhard J. Zlabinger

**Keywords:** AMPK, cellular metabolism, T cell, translation

## Abstract

The importance of cellular metabolic adaptation in inducing robust T cell responses is well established. However, the mechanism by which T cells link information regarding nutrient supply to clonal expansion and effector function is still enigmatic. Herein, we report that the metabolic sensor adenosine monophosphate‐activated protein kinase (AMPK) is a critical link between cellular energy demand and translational activity and, thus, orchestrates optimal expansion of T cells in vivo. AMPK deficiency did not affect T cell fate decision, activation, or T effector cell generation; however, the magnitude of T cell responses in murine in vivo models of T cell activation was markedly reduced. This impairment was global, as all T helper cell subsets were similarly sensitive to loss of AMPK which resulted in reduced T cell accumulation in peripheral organs and reduced disease severity in pathophysiologically as diverse models as T cell transfer colitis and allergic airway inflammation. T cell receptor repertoire analysis confirmed similar clonotype frequencies in different lymphoid organs, thereby supporting the concept of a quantitative impairment in clonal expansion rather than a skewed qualitative immune response. In line with these findings, in‐depth metabolic analysis revealed a decrease in T cell oxidative metabolism, and gene set enrichment analysis indicated a major reduction in ribosomal biogenesis and mRNA translation in AMPK‐deficient T cells. We, thus, provide evidence that through its interference with these delicate processes, AMPK orchestrates the quantitative, but not the qualitative, manifestation of primary T cell responses in vivo.

**Abbreviations**
AA: antimycin A
ACC: acetyl‐CoA‐carboxylase
AMP: adenosine monophosphate
AMPK: AMP‐activated protein kinase
ATP: adenosine triphosphate
CaMKKβ: calcium/calmodulin‐dependent protein kinase β
ECAR: extracellular acidification rate
FCCP: fluoro‐carbonyl cyanide phenylhydrazone
Foxp3: Forkhead box protein p3
GSEA: gene set enrichment analysis
HDM: house‐dust mite
IFN‐γ: interferon‐γ
IL: interleukin
ILC2: innate lymphoid cell type 2
LC‐MS: liquid chromatography‐mass spectrometry
LCMV: lymphocytic choriomeningitis virus
LKB1: liver kinase B1
mLN: mesenteric lymph node
mTOR: mammalian target of rapamycin
mTORC1: mammalian target of rapamycin complex 1
NF‐κB: nuclear factor kappa‐light‐chain‐enhancer of activated B cells
OCR: oxygen consumption rate
Raptor: regulatory‐associated protein of mTOR
Rot: rotenone
TAK1: TGF‐β‐activated kinase‐1
TCA cycle: tricarboxylic acid cycle
TCR: T cell receptor
TGF‐β: transforming growth factor β
Th: T helper cell
Th1: type 1 T helper cell
Th2: type 2 T helper cell
Th17: type 17 T helper cell
Treg: regulatory T cell
TSC2: tuberous sclerosis complex 2

## 1 INTRODUCTION

Naive CD4 + T cells actively maintain a quiescent state with low metabolic activity. Upon antigen receptor stimulation and receiving co‐stimulatory signals, they exit quiescence and undergo clonal proliferation and effector cell differentiation. These processes require T cell metabolic reprograming to establish an adequate immune response in terms of quality (T helper cell differentiation, activation, and clonal diversity) and quantity (clone size). To comply with this high metabolic demand for rapid growth and biosynthesis, including translation of target genes, activated T cells preferentially increase glycolysis and glutaminolysis, and also rely on proper mitochondrial biogenesis and oxidative phosphorylation.^1^, ^2^, ^3^

The nature of extracellular nutrients may shape T cell responses in vivo, and glucose,^4^, ^5^, ^6^ amino acid^7^, ^8^, ^9^, ^10^, ^11^ and/or fatty acid metabolism^4^, ^12^, ^13^, ^14^ are required to induce the appropriate T cell response upon antigenic stimulation. Therefore, T cells rely on the expression of nutrient transporters^5^, ^15^ and on the activity of hallmark metabolic regulators that orchestrate the rewiring of cellular intermediate metabolism and integrate information on the provision of nutrients to translational control of T cell expansion. Consequently, manipulation of cellular metabolic pathways may alter the T cell lifecycle and can possibly be exploited as therapeutic targets in disease.^16^

Adenosine monophosphate‐activated protein kinase (AMPK) serves as a metabolic master regulator that responds to cellular stimuli of energy depletion (eg, hypoxia or glucose limitation) to induce ATP production via activation of catabolic pathways.^17^ AMPK deficiency in T cells is associated with impaired metabolic adaptation upon nutrient starvation in vitro and impaired T cell function.^18^ However, the mechanism behind AMPK‐mediated regulation of cell metabolism and biology has been a matter of debate.^19^ Importantly, how AMPK links nutrient sensing to T cell activation and effector function has remained elusive, although a number of pharmacological AMPK activators and inhibitors are used both in a clinical setting^20^ and in preclinical disease models.^16^, ^21^, ^22^, ^23^

In this study, we aimed to investigate the mechanism by which AMPK regulates T helper (Th) cell responses in vivo. We show here that AMPK‐deficient T cells exhibit decreased overall expansion irrespective of the induced Th cell subset (Th1, Th2, Th17, or T regulatory cells [Treg]) in vivo. Accordingly, while the quality of the T cell response, that is, Th cell fate decision and clonal diversity, was not changed when compared to wild type (WT) T cells upon in vivo activation, the magnitude of the immune response was equally diminished for all Th cell subsets. These data indicate that loss of AMPK does not impact the program of a particular T helper cell subtype, but influences T cell expansion in general. Interestingly, the effects on CD4 + T cells imposed by AMPK deletion were not due to enhanced apoptosis, impaired migration into effector organs, or T cell exhaustion. Instead, in vivo activated AMPK‐deficient T cells displayed reduced metabolic activity, and impaired expression of ribosomal proteins and ribosomal genes engaged in mRNA translation. Together, these data strongly delineate a novel role of AMPK in coordinating the translational program of activated T cells in vivo depending on the metabolic status of the cell.

## 2 MATERIALS AND METHODS

### 2.1 Mice

Prkaa1f/f mice were obtained from The Jackson Laboratory (MGI: 4836199; Bar Harbor, ME, USA). CD4‐Cre mice were kindly provided by Prof. Wilfried Ellmeier and were originally obtained from Dr Chris Wilson (MGI: 2386448). Prkaa1f/f mice were crossed with CD4‐Cre mice to generate Prkaa1f/f (WT) and Prkaa1f/f CD4‐Cre+ (KO) mice. Rag2–/– mice were kindly provided by Prof. Wilfried Ellmeier and were originally obtained from Taconic (MGI: 1858556, Rensselaer, NY, USA). C57BL/6J mice were obtained from in‐house breeding (originally obtained from The Jackson Laboratory). All mice were used at 6‐8 weeks of age unless otherwise specified. In all in vitro studies and in vivo experiments, WT and KO littermate controls were used for comparison. Animal experimentation protocols were evaluated by the Animal Ethics Committee of the Medical University of Vienna and approved by the Austrian Ministry of Economy and Science (BMWF‐66.009/0027‐II/3b/2014 and BMBWF‐66.009/0308‐V/3B/2018). Animal husbandry and experimentation were performed according to the Federation of Laboratory Animal Science Association guidelines.

### 2.2 Immunoblotting

Immunoblotting was performed as described previously.^24^ Briefly, CD4 + T cells (or CD19 + B cells for the indicated immunoblots) were isolated from splenocytes using magnetic or flow‐cytometric cell sorting and lysed in 2 × Lämmli Buffer (Novex Tris‐Glycine SDS Sample Buffer 2×; Thermo Fisher Scientific Waltham, MA, USA) supplemented with 100 mM DTT (Sigma Aldrich, St. Louis, MO, USA), protease inhibitors (cOmplete ULTRA Tablets; Roche, Basel, Switzerland), and phosphatase inhibitors (PhosSTOP; Roche) for 5 minutes at 99°C. Primary antibodies to phospho‐AMPKα1 (p‐AMPKα1, Thr172), total AMPKα1, phospho‐acetyl‐CoA carboxylase (p‐ACC, Ser79), total ACC, phospho‐TSC2 (p‐TSC2, Thr1462, and Ser1387), total TSC2, phospho‐Raptor (p‐Raptor, Ser792), total Raptor, GAPDH, and pan‐Actin were obtained from Cell Signaling Technology (Cell Signaling Technology, Cambridge, UK). All primary antibodies were used at a dilution of 1:1000. HRP‐conjugated goat anti‐rabbit IgG (Dako, Agilent Technologies, Santa Clara, CA, USA) was used as the secondary antibody at a dilution of 1:2000. Immunoblots were developed using a HRP‐specific substrate (Pierce ECL Western Blotting Substrate; Thermo Fisher Scientific). HRP chemiluminescence signals were detected using a Fujifilm LAS‐4000 image analyzer (GE Healthcare, Chicago, IL, USA) and analyzed using Fiji (ImageJ, https://imagej.net/Fiji).

### 2.3 T cell culture and T helper cell differentiation

For bulk CD4 + T cell culture, WT or KO CD4 + T cells were isolated from splenocytes using CD4 + microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany) and plated on anti‐CD3ε (1 µg/mL; BD Biosciences, Franklin Lakes, NJ, USA) and anti‐CD28 (3 µg/mL; BD Biosciences) precoated Nunc‐treated 48‐ or 96‐well‐plates (Thermo Fisher Scientific) in T cell medium (RPMI 1640 with 11.1 mM glucose [Lonza, Basel, Switzerland] supplemented with 10% fetal calf serum [FCS] [PAA Laboratories, Pasching, Austria], 2 mM l‐glutamine, 100 U/mL penicillin, 0.1 mg/mL streptomycin [Sigma Aldrich], 0.1 mM 2‐mercaptoethanol [Thermo Fisher Scientific], and 25 mM HEPES solution [Sigma Aldrich]). Where indicated, cells were washed with PBS after 2 days and re‐cultured in glucose‐free (RPMI 1640 without glucose [Lonza, Basel, Switzerland] supplemented with 10% dialyzed FCS [Thermo Fisher Scientific], 2 mM l‐glutamine, 100 U/mL penicillin, 0.1 mg/mL streptomycin, 0.1 mM 2‐mercaptoethanol, and 25 mM HEPES) or glutamine‐free medium (RPMI 1640 with 11.1 mM glucose without l‐glutamine [Lonza, Basel, Switzerland] supplemented with 10% dialyzed FCS, 100 U/mL penicillin, 0.1 mg/mL streptomycin, 0.1 mM 2‐mercaptoethanol, and 25 mM HEPES) for 5 hours. Where indicated, CD4 + cells were activated in the presence of rapamycin (10 nM, Cell Signaling Technologies).

For naive T helper cell differentiation, naive CD4 + T cells (CD4 + CD25− CD44 − CD62L+) were isolated from splenocytes via fluorescence‐activated cell sorting using a Sony SH800 cell sorter (Sony Biotechnology, San Jose, CA, USA) after negative magnetic enrichment (EasySep Mouse CD4 + T Cell Isolation Kit; StemCell Technologies, Vancouver, CA). Naive T cells were plated on anti‐CD3ε (1 µg/mL) and anti‐CD28 (3 µg/mL) precoated Nunc‐treated 96‐well‐plates. For Th1 differentiation, naive T cells were stimulated in T cell medium (RPMI 1640 with 11.1 mM glucose and 2 mM l‐glutamine) in the presence of recombinant murine IL‐12 (100 U/mL, Peprotech, Rocky Hill, NJ, USA), recombinant human IL‐2 (100 U/mL, Peprotech), and anti‐IL‐4 (5 µg/mL, clone 11B11; BioLegend, San Diego, CA, USA). To induce Th2 differentiation, naive T cells were stimulated in the presence of recombinant murine IL‐4 (30 U/mL, Peprotech), recombinant human IL‐2 (100 U/mL), and anti‐IFN‐γ (10 µg/mL, clone R4‐6A2, BioLegend). For Th1 and Th2 differentiation protocols, cells were split 1:1 after 2 days and transferred to uncoated 48‐well plates. On day 5, Th1 and Th2 differentiated cells were subjected to intracellular cytokine and transcription factor staining after 4 hours of restimulation with PMA/ionomycin (Cell Stimulation Cocktail; eBioscience, San Diego, CA, USA) and monensin (eBioscience). For Th17 differentiation, cells were stimulated with plate‐bound anti‐CD3ε and anti‐CD28 (1 and 3 µg/mL, respectively) in the presence of TGF‐β (1 ng/mL; R&D Systems, Minneapolis, MN, USA), recombinant murine IL‐6 (20 ng/mL; Peprotech), recombinant murine IL‐1α (10 ng/mL; Peprotech), recombinant murine IL‐1β (10 ng/mL; Peprotech), and recombinant murine IL‐23 (10 ng/mL; Peprotech) for 3 days. Intracellular cytokine staining was performed on day 3 after 4 hours of restimulation with PMA/ionomycin and monensin. To induce Treg differentiation, naive CD4 + T cells were stimulated with plate‐bound anti‐CD3ε and anti‐CD28 (1 and 3 µg/mL, respectively) in the presence of TGF‐β (1 ng/mL) for 3 days. Intracellular transcription factor staining was performed on day 3, as described below.

### 2.4 Treg suppression assay

Treg suppression assays were performed with FACS‐purified WT and KO Treg (CD4 + CD25+) and naive Ly5.1 + Tresponder cells (CD4 + CD25‐CD44‐CD62L+) labeled with V450 proliferation dye (BD Biosciences). T cell depleted splenocytes of C57BL/6 mice served as APCs. Cells were cultured at the indicated ratios in U‐bottom Nunc‐treated 96‐well plates (Thermo Fisher Scientific) in T cell medium and activated with anti‐CD3ε (1 ug/mL, BD Biosciences). Proliferation of the Ly5.1 + Tresponder cell population was assessed after 3 days and is depicted as percent proliferating cells.

### 2.5 Flow cytometric analyses

All staining reactions were performed at 4°C following incubation with FcBlock (anti‐CD16/CD32; eBioscience). For analysis of surface markers, cells were stained in PBS containing 1% BSA (Sigma Aldrich). The following antibodies were used for surface staining: anti‐CD3 (clone 17A2; BioLegend), anti‐CD4 (clone GK1.5; BioLegend), anti‐CD8α (clone 53‐6.7; BioLegend), anti‐CD11b (clone M1/70; BD Biosciences), anti‐CD11c (clone N418; BioLegend), anti‐CD25 (clone PC61; BioLegend), anti‐CD44 (clone IM7; BioLegend), anti‐CD45 (clone 30‐F11; BioLegend), anti‐CD62L (clone MEL‐14; BioLegend), anti‐CD170 (clone 1RNM44N; Thermo Fisher Scientific), anti‐CCR7 (clone 4B12; BioLegend), and anti‐PD‐1 (clone 29F.1A12; BioLegend). For intracellular transcription factor staining, cells were fixed and permeabilized using the Foxp3/Transcription Factor Staining Buffer Set (eBioscience) according to the manufacturer's instructions and intracellularly stained with anti‐Foxp3 (clone FJK‐16S; eBioscience), anti‐T‐bet (clone 4B10; BioLegend), anti‐GATA‐3 (clone L50‐823; BD Biosciences), and anti‐Ki67 (clone 16A8; Biolegend). For intracellular cytokine staining, cells were re‐stimulated for 4 hours with PMA/ionomycin in the presence of monensin before fixation and permeabilization using BD Cytofix/Cytoperm according to the manufacturer's instructions. Cells were then stained with anti‐IL‐17A (clone TC11‐18H10.1; BioLegend), anti‐IL‐17F (clone 9D3.1C8; BioLegend), anti‐IL‐4 (clone 11B11; eBioscience), anti‐IL‐13 (clone eBio13A; eBioscience), and anti‐IFN‐γ (clone XMG1.2; BioLegend). For mitochondrial membrane potential staining, cells were incubated with MitoTracker Orange CMTMRos (Thermo Fisher Scientific) for 20 minutes at 37°C according to the manufacturer's protocol. For the assessment of viability, cells were stained with a fixable viability dye prior to surface staining of antigens (Fixable Viability Dye eFluor780; eBioscience, or Zombie Aqua Fixable Viability Kit; BioLegend). Alternatively, cells were stained for Annexin‐V and 7‐AAD after surface staining according to the manufacturer's protocol (FITC Annexin V Apoptosis Detection Kit with 7‐AAD; BioLegend). Flow cytometric data were acquired on a LSR Fortessa or LSR II (BD Biosciences) and analyzed using FlowJo software (Tree Star, Version 10).

### 2.6 Metabolic assays

#### 2.6.1 Seahorse analysis

WT or KO CD4 + T cells were seeded into 48‐well‐plates precoated with 1 µg/mL anti‐CD3ε and 3 µg/mL anti‐CD28 in T cell medium and stimulated for 48 hours. Subsequently, cells were harvested and plated in Cell‐Tak (Corning Inc, Corning, NY, USA)‐coated Seahorse XF24 microplates (Agilent Technologies, Santa Clara, CA, USA) via centrifugation and cultured in XF Assay media (Seahorse XF assay medium modified DMEM containing 25 mM glucose and 1 mM sodium pyruvate; Agilent Technologies). OCR and ECAR were measured using a Seahorse XF24 Extracellular Flux Analyzer (Agilent Technologies) according to the manufacturer's protocol. Mitochondrial bioenergetics were assessed following the sequential addition of oligomycin (1 µM), fluoro‐carbonyl cyanide phenylhydrazone (FCCP, 1.5 µM) and antimycin A (AA, 1 µM), and rotenone (Rot, 1 µM) (all reagents obtained from Sigma Aldrich) according to the manufacturer's protocol. Raw data were extracted and normalized to total protein concentration.

#### 2.6.2 Metabolomic analysis

WT or KO CD4 + T cells were seeded into 48‐well‐plates precoated with 1 µg/mL anti‐CD3ε and 3 µg/mL anti‐CD28 in T cell medium. Cells were stimulated for 3 days, and then, shock‐frozen in liquid nitrogen. Metabolomic analysis was performed by liquid chromatography‐mass spectrometry (LC‐MS) at Metabolon (Durham, NC, USA) as described previously.^24^ Raw data were extracted and normalized to Bradford protein concentration.

### 2.7 Adoptive T cell transfer colitis

For the development of T cell‐mediated colitis,^25^ Rag2−/− mice were injected intraperitoneally (ip) with 0.5 × 10^6^ naive CD4 + CD25 − CD44 − CD62L+ WT or KO T cells. The purity of transferred CD4 + CD25 − CD44 − CD62L+ naive T cells was approximately 99% (data not shown). Body weights were monitored weekly and mice were checked for clinical signs of disease. After 6 weeks, mice were sacrificed for analysis of immune cell infiltration in the small and large intestine and secondary lymphoid organs. After removal of Peyer's patches, mesenteric lymph nodes (mLN), spleen, small intestine, and colon tissues were isolated. The colon, small intestine, lung, and liver were prepared for histological examination as described previously (“Swiss roll,” see ref. 26) fixed in 7.5% formalin and preceded with a tissue processor (Thermo Fisher Scientific). Histological evaluation was performed on 5 μM thick sections stained with hematoxylin and eosin. Four high power field (HPF) images (ie, 400× magnification) and low‐magnification images (ie, 40× magnification) were collected from each colon, liver, and lung tissue. Four representative HPF images were captured from each tissue and processed using the Olympus cellSens software (Olympus, Tokyo, Japan). Isolation of intraepithelial lymphocytes (IEL) and small intestine was performed as described previously.^27^ Briefly, the small intestine was cut into small pieces. IELs were isolated after digestion of the small intestine with RPMI with 3% FCS, 5 mM EDTA (Thermo Fisher Scientific), and 1 mM DTT for 20 minutes at 37°C with gentle shaking. Digested tissue was filtered through a 70 µm cell strainer and cell suspensions were washed with RPMI containing 10% FCS. Percoll (Sigma Aldrich) density centrifugation was performed to remove dead cells. Viable cells were counted using either trypan blue exclusion or a Coulter Counter (Beckman Coulter, Brea, CA, USA). Cells from all compartments (spleen, mLN, and IEL) were re‐stimulated with PMA/ionomycin in the presence of monensin, as described above, and subjected to flow cytometric analysis. Where indicated, transferred WT naive CD4 + T cells were analyzed at earlier timepoints to assess AMPKα1 activation dynamics in vivo.

### 2.8 Induction of allergic airway inflammation in vivo

House dust mite extract (HDM; extracted from *Dermatophagoides pteronyssinus*) was purchased from Greer Laboratories (Cambridge, MA, USA). For sensitization, WT or KO mice were anesthetized upon ip administration of ketamine (100 mg/kg body weight; Pfizer, New York, NY, USA) and xylazine (5 mg/kg; Bayer, Leverkusen, DE). HDM (or PBS in control mice) was intratracheally (i.t.) delivered (HDM: 1 µg HDM in 40 µL PBS; PBS: 40 µL PBS) at day 0. Mice were intranasally (i.n.) challenged with 10 µg HDM (10 µg in 30 µL PBS) or PBS (30 µL) at day 7‐11. Seventy‐two hours after the last challenge, mice were sacrificed to analyze the allergic phenotype. Blood was collected from the inferior vena cava. Serum was obtained after centrifugation at 1200 rpm for 10 minutes to measure total serum and antigen‐specific IgE levels. Total IgE and HDM‐specific IgE were determined using the ELISA MAX Standard Set Mouse IgE Kit (BioLegend). For analysis of immune cell infiltration, the lungs were isolated as previously described.^28^ Briefly, lungs were excised, minced, and digested in serum‐free RPMI containing Liberase CI (0.05 mg/mL; Roche) and DNase I (0.5 mg/mL; Sigma Aldrich) at 37°C for 60 min. Digested tissue was filtered through a 70 µm cell strainer and cell suspensions were washed with RPMI containing 10% FCS. Red blood cell lysis was performed. Viable cells were counted using either trypan blue exclusion or a Coulter Counter. Cell suspensions were subjected to flow cytometric analysis or antigen‐specific re‐stimulation. For intracellular cytokine staining, 1 × 10^6^ cells were re‐stimulated with PMA/ionomycin in the presence of monensin, as described above, and subjected to flow cytometric analysis. For HDM‐specific restimulation, whole lung cell suspensions were cultured in a 96‐well plate with HDM extract (50 μg/mL). Cell culture supernatants were harvested after 72 hours to analyze cytokine production via Luminex technology according to standard protocols (R&D Systems).

### 2.9 RNA isolation

Splenic or mLN T cells were sorted in PBS. After centrifugation, cells were lyzed in 500 uL TRI Reagent (Sigma Aldrich). RNA was isolated according to the manufacturer's protocol and RNA was dissolved in 8‐20 μL RNAse free water and stored at −80°C until further processing.

### 2.10 mRNA sequencing analysis

RNA was used for sequencing library preparation at the Core Facility Genomics, Medical University of Vienna, using the NEBNext SingleCell/Low Input Library Prep Kit according to the manufacturer's protocols (New England Biolabs, Ipswich, MA, USA). Libraries were QC‐checked using a Bioanalyzer 2100 (Agilent) using the High‐Sensitivity DNA Kit for correct insert size and quantified using the Qubit dsDNA HS Assay (Invitrogen, Carlsbad, CA, USA). Pooled libraries were sequenced on a NextSeq500 instrument (Illumina, San Diego, CA, USA) in 1 × 75 bp single‐end sequencing mode. Approximately 30 million reads were generated per sample. Reads in fastq format were aligned to the mouse reference genome version GRCM38 (mm10 murine reference genome, downloaded from Ensembl on 2018‐09‐28) with Gencode mV23 annotations (murine genome annotations downloaded from Gencode on 2019‐10‐14) using STAR aligner^29^ version 2.6.1a in 2‐pass mode. Reads per gene were counted using STAR, and differential gene expression was calculated using DESeq2^30^ version 1.22.2. One mLN sample from WT T naive Rag2–/– recipients did not meet quality control and was excluded from further analysis.

### 2.11 T cell repertoire sequencing analysis

RNA was used for TCR cDNA library preparation using a TCR profiling Kit (MiLaboratory, Moscow, Russia) according to the manufacturer's protocol with minor modifications. Briefly, cDNA synthesis was performed with primers corresponding to the constant region of the mouse TCR beta chain. 5′ RACE technology was used to add universal adapters with unique molecular identifiers (UMI) to the 5′ end of each cDNA molecule. After cDNA synthesis, two rounds of amplification were used to add standard Illumina adapters and sample barcodes. Libraries were pooled and sequenced on an Illumina MiSeq instrument (paired end, 2 × 150 nt). Raw sequencing reads were processed with MIGEC software^31^ for UMI‐based clustering and error correction. Alignment of V, D, and J segments was performed using MIXCR with default parameters.^32^ Before performing the actual analysis, the MIXCR output was downsampled to the same amount of UMIs in each library using VDJtools.^33^

### 2.12 Data reporting and statistical analysis

No statistical methods were used to predetermine sample size. The experiments were not randomized and the investigators were not blinded during experiments and outcome assessment. The data shown indicate the mean ± SD or SEM (for biological replicates) as specified in the respective figure legends. P‐values were calculated with paired or unpaired two‐tailed Student's *t* test (comparisons between two groups) or with one‐way ANOVA (comparisons between three or more groups), as indicated in the respective figure legends. A *P*‐value below <.05 was considered statistically significant (*), *P* < .01 (**) or *P* < .001 (***).

### 2.13 Data availability statement

Messenger RNA‐sequencing data and TCR beta sequencing data have been deposited in the GEO database under ID code GSE152157.

## 3 RESULTS

### 3.1 AMPK acts as a nutrient sensor and is activated during in vivo T cell responses

To investigate the dependency of activated T cells on the availability of nutrients, we activated CD4 + T cells under nutrient‐replete conditions for 48 hours with subsequent acute glucose or glutamine starvation for 5 hours. Glucose‐deprived CD4 + T cells exhibited increased AMPKα1 activation as indicated by higher levels of p‐AMPKα1 (Thr172) (Figure 1A). Activation of AMPK by glucose starvation resulted in a direct phosphorylation of tuberous sclerosis complex 2 (TCS2) at Ser1387, as described previously^34^, ^35^, ^36^ (Figure 1A). To further investigate if AMPKα1 is also activated in T cells during in vivo activation, we transferred naive CD4 + T cells into Rag2–/– recipient mice and assessed AMPKα1 activation levels at sequential timepoints after adoptive transfer. AMPKα1 activity was not detected in naive CD4 + T cells before transfer, however, we observed increased levels of total AMPKα1 and p‐AMPKα1 (Thr172) in in vivo activated, expanding CD4 + T cells after adoptive transfer (Figure 1B). In sum, these results suggest that both AMPKα1 activity and AMPKα1 expression increase upon T cell activation. To further analyze how AMPK signaling contributes to T cell function, we generated mice with a T cell‐specific deletion of the catalytic AMPKα1 subunit encoded by the PRKAA1 gene using CD4‐Cre mice, where the target gene is deleted at the stage of CD4 + CD8+ thymocytes (Figure 1C, Figure [Link], [Link], [Link], [Link], [Link]A).^37^ Exclusive expression of the AMPKα1‐subunit has been observed in human and murine lymphocytes.^38^ In line with previous results,^18^, ^39^ deletion of AMPKα1 in lymphocytes did not influence T cell homeostasis under resting conditions indicated by normal CD4 + and CD8 + T cell numbers in primary and secondary lymphoid organs (Figure S1B,C). Additionally, AMPKα1‐deficient (KO) T cells did not exhibit aberrant expression of classical surface immune receptors or intracellular markers compared to wild type (WT) T cells (Figure S1D).

**FIGURE 1:**
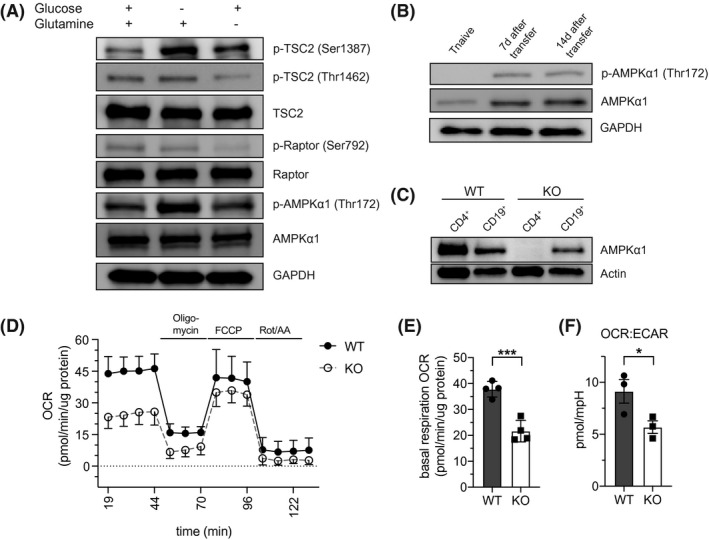
AMPK supports T cell metabolic adaptation and is activated during primary T cell responses in vivo. A, Immunoblot for AMPKα1 activation and activation of mTORC1 regulatory proteins (TSC2 and Raptor) in activated WT cells under nutrient‐replete conditions or after acute (5 hours) glucose or glutamine starvation. One of two independent experiments is shown. B, Immunoblot for AMPKα1 activation (phosphorylation at Thr172) dynamics in vivo. Freshly isolated WT CD4 + T naive cells (before transfer) and CD4 + T cells recovered from the spleen of Rag2–/– recipient mice at the indicated timepoints after adoptive transfer were analyzed. One experiment is shown. C, Immunoblot for AMPKα1 protein expression in splenic CD4 + T cells and CD19 + B cells of WT and KO mice. One of two independent experiments is shown. D, WT or KO CD4 + T cells were activated for 48 hours and oxygen consumption rate (OCR) was determined by Seahorse analysis at baseline and in response to metabolic stimuli. One of three representative experiments performed in quadruplicates is shown. E, Summary of basal OCR of WT and KO CD4 + T cells from one representative experiment as determined in (D). F, OCR:extracellular acidification rate (ECAR) ratio from WT and KO T cells analyzed in three independent experiments as determined in (D). Data shown indicate mean ± SEM or SD; *P < .05, ***P < .001 paired or unpaired student's *t* test. AA, antimycin A; FCCP, fluoro‐carbonyl cyanide phenylhydrazone; Rot, rotenone

When assessing the metabolic status of activated WT and AMPKα1‐deficient T cells, we observed that KO T cells exhibited reduced basal oxygen consumption rate (OCR) (Figure 1D,E). Extracellular acidification rate (ECAR), a surrogate readout for glycolysis, was not changed in KO compared to WT T cells (Figure S1E). However, decreased oxidative metabolism translated into a reduced OCR:ECAR ratio in KO T cells (Figure 1F) and, thus, these data suggest an altered metabolic fingerprint in AMPK‐deficient T cells upon activation. In line with this concept, we observed diminished phosphorylation of acetyl‐CoA carboxylase (p‐ACC at Ser79), a major downstream target of AMPK, in KO T cells (Figure S1A), further suggesting possible metabolic constraints in the absence of AMPK. Given that AMPK has previously been shown to participate in multistep regulation of mTORC1,^34^, ^35^ we assessed the phosphorylation status of mTOR regulatory proteins upon AMPK deletion. Unexpectedly, we detected higher activation levels of inhibitory regulatory‐associated protein of mTOR (Raptor, phosphorylation at Ser792) in KO T cells compared to WT T cells at nutrient replete conditions (Figure S1F). Notably, phosphorylation of Raptor at Ser792 in murine nonhematopoietic tissues has been considered to be strictly dependent on AMPK.^35^ Thus, increased phosphorylation of Raptor at Ser792 in the absence of AMPK possibly indicates that other kinases may compensate for AMPK‐mediated regulation of Raptor activity in T cells. In parallel, we observed increased phosphorylation of tuberous sclerosis complex 2 (TSC2, phosphorylation at Ser1387) upon AMPK deletion (Figure S1F). Conversely, however, we also observed higher levels of TSC2 phosphorylation at Thr1462, a phenomenon that may be indicative of increased Akt‐signaling, in KO T cells compared to WT cells. It is important to note that a similar phosphorylation status of mTORC1 regulatory proteins (ie, both increased phosphorylation of TSC2 at Ser1387 and Thr1462) was observed when WT and KO T cells were activated in the presence of the mTOR inhibitor rapamycin (Figure S1F), and, thus, these observations might also illustrate a regulatory feedback mechanism upon AMPK deletion given that multiple upstream inputs feed into mTORC1. Altogether, these results suggest a prominent function of AMPK in coordinating pro‐growth and anti‐growth cellular stimuli although the precise role of AMPK‐deficiency on the delicate and multistep regulation of mTORC1 remains still elusive.

### 3.2 AMPK is not required for T cell fate decision or Treg suppressive function

Since T cell metabolism frequently follows T cell fate decision and vice versa, we were interested to investigate how loss of AMPK may impact on Th cell differentiation. Interestingly, and in contrast to previous publications using pharmacological targeting of AMPK,^14^ T cell‐specific AMPK deficiency did not translate into impaired Th cell differentiation toward Th1 (Figure 2A‐C), Th2 (Figure 2D‐F), Th17 (Figure 2G‐H), or induced regulatory T cells (iTreg) in vitro (Figure 2I‐J). Additionally, although high levels of AMPK activation are proposed to be a signature of Treg,^4^ AMPK‐deficient Treg were not impaired in their suppressive capacity in vitro (Figure 2K), indicating that Treg function is independent of AMPK.

**FIGURE 2:**
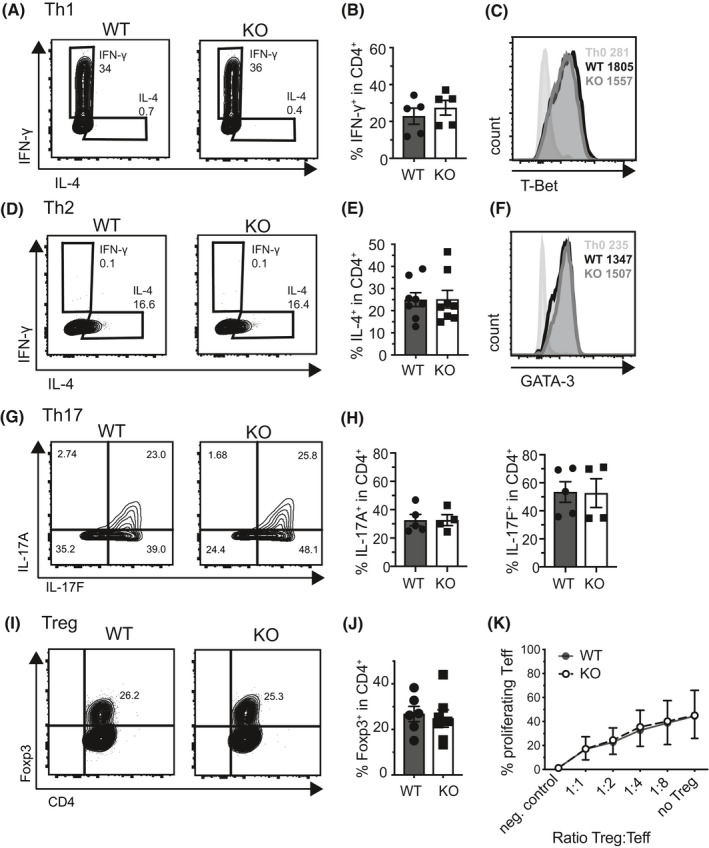
AMPK does not regulate the fate decision of naive CD4 + T cells. A, IFN‐γ production of Th1 polarized naive CD4 + T cells of WT and KO mice after 5 d of cell culture. Panel (B) indicates the summary of (A) of three independent experiments with n = 1‐2 mice per genotype per experiment. C, Representative histogram of intracellular transcription factor staining of Th1 polarized cells at d5 of cell culture. D, IL‐4 production of Th2 polarized naive CD4 + T cells after 5 d of cell culture. Panel (E) shows the summary of (D) of four independent experiment with n = 1‐2 mice per genotype and experiment. Panel (F) shows one representative transcription factor staining of Th2 polarized cells at d5 of cell culture. G, Production of IL‐17A and IL‐17F of Th17 polarized naive CD4 + T cells after 3 d of cell culture. Panel (H) indicates the summary of Panel (G) of three independent experiments with n = 1‐2 mice per genotype per experiment. Panel (I) shows one representative transcription factor staining for Foxp3 in Treg polarized naive CD4 + T cells after 3 d of cell culture. Panel (J) depicts the summary of (I) of five independent experiments with n = 1‐2 mice per genotype per experiment. K, Treg suppression assays of WT and KO Treg with the indicated ratios of Ly5.1 + naive T responder cells (n = 4 mice per genotype in three independent experiments). Percentage proliferating Teff indicate the percent of proliferating cells within the Tresponder population (Ly5.1+). Data shown indicate mean ± SEM. *P < .05, unpaired student's *t* test

### 3.3 AMPK is required for proper expansion of Th1, Th17, and Treg cells under inflammatory conditions in vivo

Given that in vitro T cell stimulation may not necessarily reflect complex in vivo situations in terms of nutrient use and activation dynamics, we employed several in vivo models to investigate the impact of AMPK deficiency on the generation of T cell‐dependent immune responses under inflammatory conditions. First, we used a T cell transfer model of chronic colitis^25^ where gut inflammation is induced by adoptively transferred CD4 + T cells. Rag2–/– recipients received either naive CD4 + T cells of WT or KO mice, and disease progression was monitored using body weight loss as a clinical marker for disease. Mice were sacrificed 6 weeks after transfer, and the presence of inflammatory CD4 + T cells within lymphoid and nonlymphoid compartments was analyzed (Figure 3A). Rag2–/– mice that received WT T cells continuously lost body weight starting from week 4 after T cell transfer. Rag2–/– mice that received KO T cells, in contrast, were able to maintain their body weight (Figure 3B). Moreover, mice that lost more than 20% of their body weight were sacrificed according to standard experimental protocols. While four out of ten Rag2–/– mice that received naive WT donor T cells reached this clinical endpoint, none of the Rag2–/– mice that received naive KO donor T cells had to be sacrificed (Figure [Link], [Link], [Link], [Link], [Link]A). Consistent with the loss in body weight, Rag2–/– recipients of WT T cells developed more severe disease with massive T cell organ infiltration in multiple organs including the spleen, mesenteric lymph nodes (mLN), and the intestinal intraepithelial compartment, while in KO T cell recipients only mild inflammation was observed (Figure 3C‐E). To visualize the quality of the induced immune response, we quantified cytokine production and expression of activation markers of adoptively transferred CD4 + T cells. Infiltrating KO T cells showed similar relative frequencies of activated T effector and T naive cells compared to WT T cells (Figure 3F), indicating that the observed reduction in T cell infiltration in KO T cell recipients was not due to an impaired T effector/memory transition. In accordance with our in vitro data, we observed normal Th1, Th17, and Treg differentiation in vivo (Figure 3G, Figure S2B). However, the absolute numbers of interferon (IFN)‐γ‐producing T cells recovered from the gut were reduced in KO versus WT T cell Rag2–/– recipients (Figure 3H). Similarly, AMPK‐deficient pathogenic Th17 cell and immunosuppressive Treg populations showed a strong trend toward reduction at 6 weeks after transfer (Figure S2C). Because loss of AMPK signaling has been linked to induction of premature senescence and cell death,^18^, ^40^ we assessed the expression of cellular markers of T cell exhaustion and analyzed cell death ex vivo. We found no aberrant expression of exhaustion markers as indicated by normal PD‐1 expression in KO T cells in the spleen and gut, compared to WT T cells (Figure S2D). Staining for Annexin V and 7‐AAD further revealed no evidence of enhanced apoptosis or necrosis in recovered gut infiltrating KO T cells, compared to WT T cells (Figure S2E).

**FIGURE 3:**
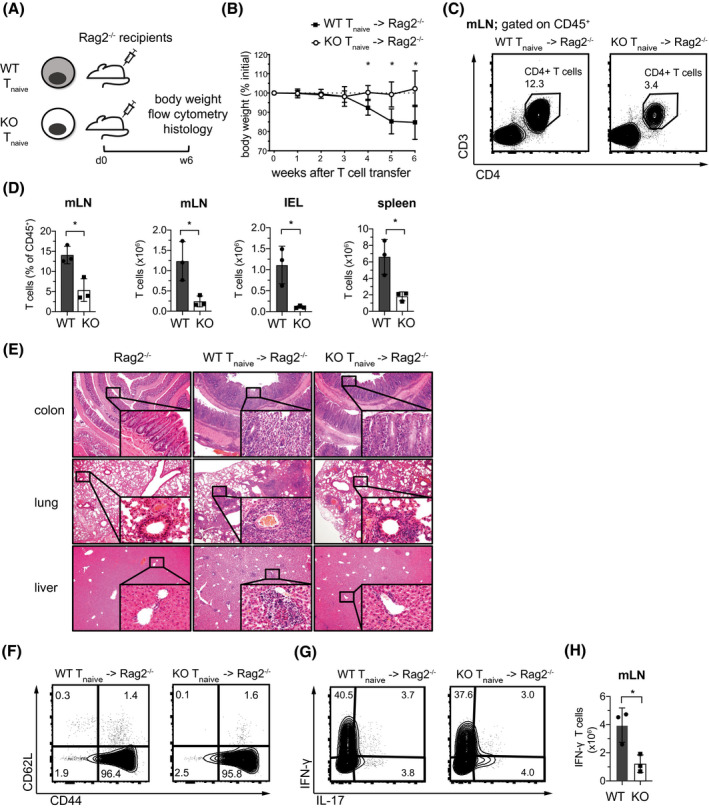
AMPK‐deficient effector T cells show decreased in vivo expansion in a model of T cell transfer colitis. A, Graphical scheme of the experimental setup. B, Body weight (% initial) of Rag2–/– mice receiving either 0.5 × 10^6^ WT or KO naive CD4 + T cells at the indicated time points (n = 3‐4 mice per group representative of three independent experiments). Panel (C) shows a representative contour plot depicting the frequency of CD3 + CD4 + T cells in the mLN at 6 weeks after transfer. Panel (D) shows the relative and/or absolute frequency of CD3 + CD4 + T cells infiltrating the mLN, IEL, or spleen at 6 weeks after transfer (n = 3 mice per group, representative of three independent experiments). In panel (E), organ infiltration was assessed on H&E stained tissue sections of the indicated organs (40× and 400× magnification in the lower right quadrant) in Rag2–/– mice that received PBS, WT, or KO T cells. Representative images of three independent experiments with n = 3‐4 mice per group are shown. Panel (F) shows the expression of CD62L versus CD44 within the CD4 + T cell population at 6 weeks after transfer. Panel (G) shows a representative contour plot depicting the production of IFN‐γ versus IL‐17 at 6 weeks after transfer. Panel (H) shows the quantification of Panel (G) (n = 3 mice per group, representative of three independent experiments). Data shown indicate mean ± SD; *P < .05, unpaired student's *t* test

### 3.4 AMPK shapes the quantity of the T effector cell immune response but not the quality of proliferation

Given that AMPK deficiency seemed to impair the absolute magnitude of T cell expansion but not the quality of the induced immune response (Th cell distribution or T effector cell generation), we analyzed whether AMPK was required for T cell expansion upon in vivo stimulation. As failure of clonal expansion would result in a distortion of the T cell receptor (TCR) repertoire, we performed TCR beta chain sequencing of mLN and splenic CD4 + T cells 6 weeks after adoptive transfer into Rag2–/– recipients (Figure [Link], [Link], [Link], [Link], [Link]A). The distribution of TCR beta clonotype sizes was similar among isolated WT and KO T cells after 6 weeks of in vivo proliferation (Figure S3B). In other words, the top clone made up 10.1 ± 3.6% (mean ± SD) of the total repertoire in WT and 7.1 ± 4.2% in KO, and the top 10 clones made up 26 ± 5.8% and 25.9 ± 8% of the repertoire in WT and KO, respectively. Therefore, we hypothesized that the selection of clones is similar in WT and KO T cells, but the quantity of clonal expansion (ie, the absolute magnitude) may be attenuated in AMPK‐deficient T cells. When plotting the clonotype frequencies observed in the two different effector organs of each mouse (ie, mLN vs spleen), we found that clonotypes were similar in spleen and mLN in WT and KO mice. Accordingly, in both genotypes, clones that were frequent in the spleen were also similarly frequent in the mLN compartment, indicating that the impaired functional outcome in vivo is due to an absolute reduction of T cells in the secondary lymphoid organs and the gut, and not due to migration deficits of AMPK‐deficient T cells (Figure S3C). To further corroborate our findings, we examined the presence of the same nucleotide TCR beta sequences in the TCR repertoires of different mice. Clones were shared between the mLN and spleen of each individual mouse and not between different mice, indicating that no a priori skewing of the TCR repertoire was present before T cell transfer in either WT or KO mice (Figure S3D). These results suggest that AMPK regulates the quantity (clone size in terms of absolute numbers) of a T cell‐dependent immune response, but does not impact on clonal diversity.

### 3.5 AMPK orchestrates T cell metabolic and translational adaptation upon activation

As AMPK deficiency in T cells resulted in a quantitatively attenuated but homeostatic effector cell expansion in vivo, we aimed to determine which cellular processes limited the proliferative capacity of AMPK‐deficient T cells upon antigenic challenge. Therefore, we analyzed the mRNA expression profiles of sorted mLN and splenic T cells 6 weeks after adoptive T cell transfer into Rag2–/– recipients (Figure [Link], [Link], [Link], [Link], [Link]A). This mechanistic approach allowed us to quantify changes in the cellular transcriptome during *bona fide* T cell activation in vivo. 

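T cells were sorted 6 weeks after the transfer from the spleen and the mesenteric lymph nodes (mLN) of the recipients, and their mRNA was sequenced as single-end reads. The donor cells carried floxed alleles of Prkaa1, the gene of the AMPKα1 subunit, either without Cre (WT) or with CD4-Cre (KO). The files cover 15 samples, with 4 WT and 4 KO samples from spleen and 3 WT and 4 KO samples from mLN, since the paper excluded 1 WT mLN sample that did not meet quality control. The authors aligned the reads to GRCm38 with STAR and deposited the number of reads per gene as whole-number counts without normalization. All reads together came to 31401964 to 33601578 per WT spleen sample (median 32261011), 30536968 to 35810615 per KO spleen sample (median 34860798), 31416952 to 33690537 per WT mLN sample (median 32609836) and 32520523 to 35302883 per KO mLN sample (median 34236720). In the paper's unit of M reads, the mean over the 15 samples was 33.3 M, beside the depth of 30 M that the paper gives. The values use only the reads counted on genes, which were 9363940 to 10545309 in WT spleen (median 9763154), 9523227 to 11283439 in KO spleen (median 10907499), 10034118 to 10815509 in WT mLN (median 10113445) and 10091494 to 11212400 in KO mLN (median 10996479). Of the uniquely aligned reads, 58.4% to 63.4% per sample lay on no gene. Which strand was counted is not given in the paper's methods, so genes that overlap another gene on either strand carry uncertain counts.

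Prkaa1 (ENSMUSG00000050697) lies on chromosome 15 of GRCm38 from 5143861 to 5181899. Its raw counts were 515, 470, 488 and 540 in the WT spleen samples and 194, 243, 195 and 227 in the KO spleen samples. In mLN the Prkaa1 counts were 530, 616 and 503 in WT and 278, 351, 216 and 360 in KO, so every KO sample lay below every WT sample of its organ. Counts were scaled to counts per 1e6 reads (CPM) with edgeR's TMM method, which gave 51.0 ± 3.19 (SD, n = 4) in WT and 20.3 ± 1.15 (SD, n = 4) in KO spleen, and 53.7 ± 5.98 (SD, n = 3) in WT and 27.7 ± 5.25 (SD, n = 4) in KO mLN. These values cover reads on the whole gene and not the floxed sequence alone, so they do not measure how complete the deletion was. The paper examined AMPKα1 protein in splenic CD4+ T cells by immunoblot (Figure 1C). The gene of the other catalytic subunit, Prkaa2, had at most 1 count in any sample and stayed under the floor of 3 counts, below which no value was interpreted. Reads were not collapsed by molecular identifiers, so this floor covers counting error only.

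Each organ was tested alone with edgeR's quasi-likelihood test of KO against WT, after genes with too few counts were removed by edgeR's filter. A gene was counted as changed at an adjusted p-value under 0.05 with an absolute log2 fold change above 1, the limits drawn in Figure S4D. In these tests 14254 genes entered for spleen and 14359 for mLN. The biological coefficient of variation was 15.3% in spleen and 21.6% in mLN, where there was 1 sample fewer.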

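Correlations were computed across the 15438 genes tested over all 15 samples, on log2 CPM with a prior count of 2. Genes are not independent replicates, so these values describe pairs of samples and carry no p-value. Over all 105 pairs Pearson's r ranged from 0.934 to 0.987. The median was 0.977 for the 21 pairs of samples from the same genotype and organ, and 0.969 for the 28 pairs of a WT and a KO sample from the same organ. In spleen the WT to KO pairs had a median r of 0.975 (0.965 to 0.980), below that of the KO replicates (0.983) and near that of the WT replicates (0.977). In mLN the WT to KO pairs had a median of 0.960 (0.941 to 0.967), beside 0.961 among KO and 0.965 among WT replicates. Pairs of a spleen and an mLN sample of the same genotype were less alike, with a median of 0.953. The alternative that moved these values most was the use of all genes with a read, which gave a median of 0.984 for WT to KO pairs.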

Gene expression profiles in mLN and splenic T cells correlated well between mice and genotypes (Figure S4B‐D). 

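The 12 genes of cytokine and chemokine receptors and ligands in Figure 4A were Il2ra, Il2rb, Il2rg, Il4ra, Il7r, Il10ra, Il10rb, Il1rl1, Ifngr1, Tnfsf4, Ccr2 and Ccr7. In each organ 9 of the 12 had a lower mean in KO T cells. In spleen 6 of them had an adjusted p-value under 0.05 over all genes tested by edgeR, and all 6 were lower in KO, with 4 past the fold change limit as well. Adjusted over the 12 genes alone, 8 passed in spleen and 9 in mLN, which shows no stability because the list was drawn up by the paper on these data. Il2ra (ENSMUSG00000026770, chromosome 2, 11642807 to 11693193) had 113 ± 21.3 TMM-scaled CPM in WT and 50.4 ± 9.08 in KO spleen (SD, n = 4 each). Its log2 fold change was −1.16 (standard error 0.16, adjusted p = 0.0123 from edgeR). Il7r (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176) fell from 796 ± 306 to 286 ± 46.4 (SD, n = 4 each), a log2 fold change of −1.48 (standard error 0.26, adjusted p = 0.0391 from edgeR). For Ifngr1 the log2 fold change in spleen was −1.01 (adjusted p = 0.00245 from edgeR) and for Il1rl1 it was −1.57 (adjusted p = 0.0485). Smaller decreases past the adjusted p-value were found for Il4ra (−0.44) and Ccr2 (−0.64). Il2rb (−0.40, adjusted p = 0.0748 from edgeR), Ccr7 (−0.49) and Il10ra (−0.22) did not pass, and neither did Tnfsf4, which was higher in KO (log2 fold change 1.35, standard error 0.43, adjusted p = 0.124 from edgeR), while Il2rg and Il10rb did not differ from WT by more than the spread between replicates. With any 1 sample left out, the Il7r change in spleen stayed between −1.70 and −1.28, but its adjusted p-value rose above 0.05 in 7 of the 8 fits. The adjusted p-values of Il1rl1, Il4ra and Ccr2 each rose above 0.05 in 7 of the 8 fits as well, and that of Il2ra in 1. That of Ifngr1 stayed under 0.05 in all 8, with log2 fold changes from −1.09 to −0.96, which do not all pass the fold change limit.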

Differentially expressed genes included cytokine and chemokine receptors (including interleukin 2 receptor α [IL2Rα] and IL7Rα) that were markedly reduced in KO T cells (Figure 4A, Figure S4D), although expressed at normal levels in resting unstimulated T cells (Figure S1D). Thus, AMPK‐deficient T cells may be deprived of pro‐growth signals at sites of inflammation during adaptive immune responses.

**FIGURE 4:**
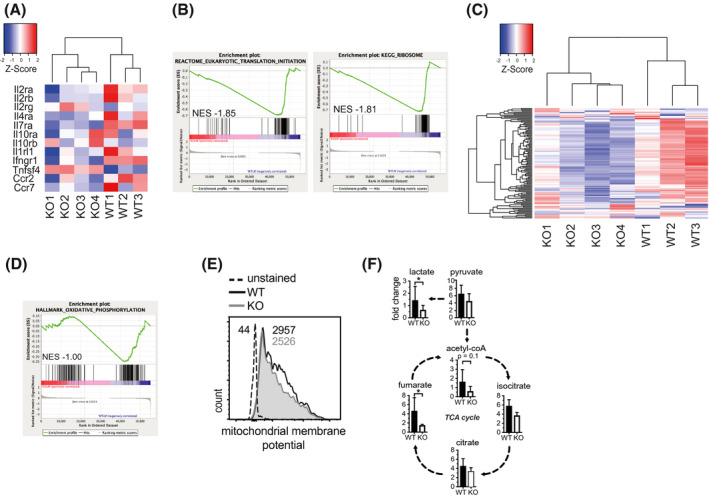
AMPK controls the translational and metabolic fitness of activated CD4 + T cells. A, Heatmap of cytokine receptor expression in WT and KO mLN samples as determined by RNAseq analysis. B, GSEA depicting underrepresented gene sets in KO versus WT T cells 6 weeks after adoptive transfer. C, Heatmap of individual genes of the gene set eukaryotic translation initiation derived from Panel (B). D, Enrichment plot for the gene set oxidative phosphorylation as determined by GSEA. E, Representative histogram of the quantification of mitochondrial membrane potential in WT and KO T cells at 6 weeks after transfer. Numbers indicate the respective MFI values of Mitotracker Orange CMTMRos. F, depicts the relative abundance (fold change) of hallmark metabolites in KO compared to WT activated T cell extracts normalized to Bradford protein concentration. Data shown in Panel (A)‐(E) were obtained in one experiment or are representative of one experiment with n = 3‐4 mice per group. Data shown in Panel (F) indicate mean ± SD of n = 4 independent experiments with n = 5‐10 pooled mice per replicate per group. *P < .05, paired student's *t* test with Welch correction

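In mLN samples 3 of the 12 genes had an adjusted p-value under 0.05 over all genes tested, namely Il7r, Ifngr1 and Tnfsf4, and all 3 were past the fold change limit. Il7r had 1331 ± 165 TMM-scaled CPM in WT (SD, n = 3) and 439.8 ± 94.1 in KO (SD, n = 4), a log2 fold change of −1.60 (standard error 0.15, adjusted p = 0.00314 from edgeR's quasi-likelihood test). Ifngr1 (ENSMUSG00000020009, chromosome 10, 19591949 to 19610229) fell from 1727 ± 103 to 796 ± 244, a log2 fold change of −1.12 (standard error 0.19, adjusted p = 0.0326 from edgeR). Tnfsf4 (ENSMUSG00000026700, chromosome 1, 161395409 to 161418410) was higher in KO, with 10.9 ± 1.17 against 3.96 ± 0.78 and a log2 fold change of 1.45 (standard error 0.25, adjusted p = 0.0357 from edgeR). With each sample left out in turn, the adjusted p-value of Il7r stayed under 0.05 in 7 of 7 fits in mLN. Those of Ifngr1 and Tnfsf4 each rose above 0.05 in 6 of 7 fits, up to 0.135 in edgeR. Il2ra had 207 ± 99.4 in WT and 84.4 ± 35.4 in KO mLN. Every KO value of Il2ra lay below every WT value, but with a log2 fold change of −1.29 and a standard error of 0.37 the adjusted p-value was 0.139 in edgeR. Over the alternatives that kept all samples it ranged from 9.51e-27, without the filter on low counts (chosen for single genes after seeing the data), to 0.185, and it was 0.0412 when all 15 samples were fitted together with edgeR. The value without the filter is out of proportion to the standard error of 0.37 and the spread between samples. It was not taken as evidence of a change. Il1rl1 had a log2 fold change of −1.52 (adjusted p = 0.181 from edgeR), and Il2rb, Il4ra, Ccr2 and Ccr7 had log2 fold changes from −0.78 to −0.31 without passing.

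**Figure D1:**
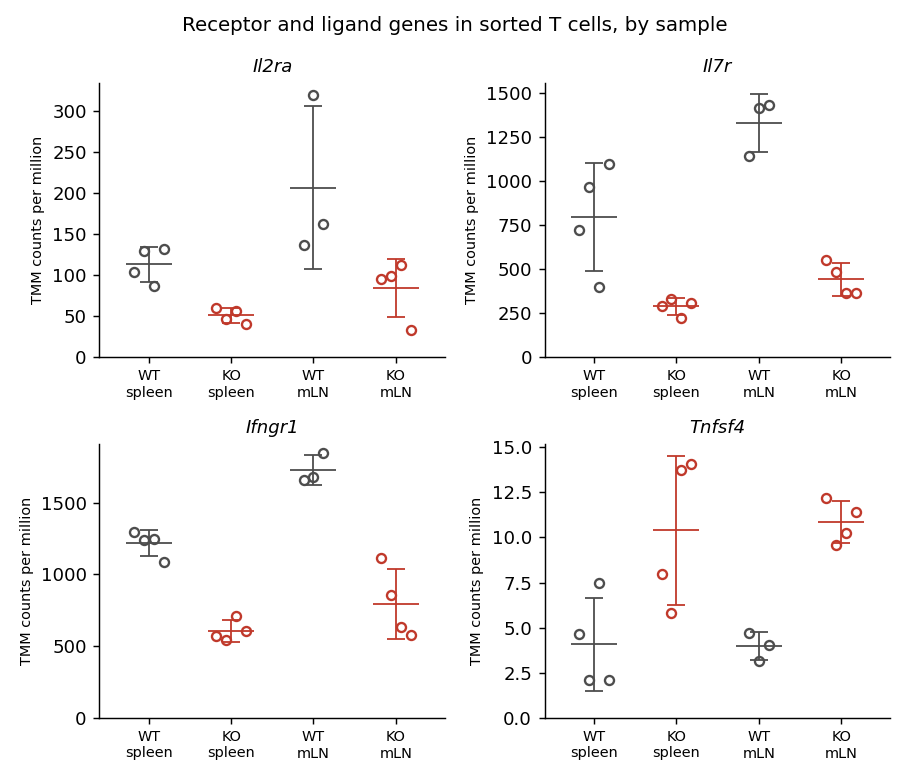
TMM-scaled CPM of Il2ra, Il7r, Ifngr1 and Tnfsf4 in each sample of sorted T cells, for WT (grey) and KO (red) in spleen and mLN. Circles are samples, horizontal lines are means and bars are SD (n = 4, or n = 3 for WT mLN); Il2ra, Il7r and Ifngr1 lie lower in all KO samples than in all WT samples of the same organ.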

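In the Reactome set of eukaryotic translation initiation, 93 of 109 genes tested in mLN and 82 of 108 tested in spleen had a negative log2 fold change. The mean was −0.19 in mLN (p = 0.12 from limma's camera, exact permutation p = 0.0571) and −0.079 in spleen (p = 0.529 from limma's camera, exact permutation p = 0.286). In each organ at most 1 gene of the set had an adjusted p-value under 0.05 (1 in mLN and 0 in spleen). Ribosomal protein genes make up 70.6% of the set in mLN. Without them, the remaining 32 genes had a mean log2 fold change of −0.047 in mLN, with 19 lower in KO, and the remaining 31 genes had a mean of 0.022 in spleen, with 12 lower.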

To further explore the biological significance of AMPK in T cells, we employed gene set enrichment analysis (GSEA) of our mRNA‐seq data to identify enriched or underrepresented functional pathways in our samples. 

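GSEA was recomputed from the deposited counts for each organ. Genes were ranked by the signal-to-noise ratio of KO against WT, the difference of the group means divided by the sum of the SDs, with each SD set to at least 0.2 of its mean. The weighted running sum over this ranking gave an enrichment score, and the normalized enrichment score (NES) divides it by the mean of the scores of the same sign over all relabellings of the samples, 70 in spleen and 35 in mLN. A two-sided exact permutation p-value was taken from the same relabellings, and the smallest value it can take is 0.0286 in both organs. The gene sets were the cytosolic ribosomal protein genes by symbol and mouse Reactome pathways supplied with an R package; the sets drawn in Figure 4B-D were not used here. In spleen 626 pathways and in mLN 625 pathways were large enough to test. As a second measure, the mean log2 fold change of each set was tested against the other genes with limma's camera, with the correlation between genes estimated from the data.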

The top hits that were underrepresented in KO T cells included ribosomal gene sets (Figure 4B). This phenotype was evident for gene sets engaged in ribosome biogenesis, including the expression of ribosomal proteins and gene sets engaged in mRNA translation initiation (Figure 4B,C). 

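Of the pathways tested, 18 consisted to at least 25% of ribosomal protein genes. All 18 had a negative NES in KO T cells in both organs. In mLN they made up 10 of the 20 pathways with the lowest NES, whereas in spleen they made up 0 of the 20, and in each organ 0 of the 18 reached an unadjusted p-value under 0.05. The peptide chain elongation pathway (81 genes in mLN, of which 95.1% encode ribosomal proteins) had an NES of −1.46 in mLN (exact permutation p = 0.143, adjusted p = 0.838) and −1.10 in spleen (exact permutation p = 0.457). The relabellings allow no exact permutation p-value under 0.0286, so an adjusted p-value under 0.05 would need most of the pathways to reach that minimum. At an unadjusted p-value under 0.05 there were 13 in spleen, 2 of them negative, and 18 in mLN, 4 of them negative. All of these sat at the minimum of 0.0286. At that rate, 626 pathways in spleen and 625 in mLN give about as many or more by chance.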

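For the 84 ribosomal protein genes tested in each organ, the NES was −1.39 in mLN (two-sided exact permutation p = 0.2) and −1.03 in spleen (exact permutation p = 0.543). For eukaryotic translation initiation it was −1.46 in mLN (exact permutation p = 0.143) and −0.965 in spleen (exact permutation p = 0.571). In mLN the mean log2 fold change of the ribosomal protein genes was −0.24, with 79 of 84 genes lower in KO (p = 0.129 from limma's camera, and an exact permutation p of 0.0857 over the 35 splits of the samples). In spleen it was −0.11, with 73 of 84 lower (p = 0.47 from limma's camera, exact permutation p = 0.229). The ribosomal protein genes moved together between samples, with an estimated correlation between genes of 0.648 in mLN and 0.689 in spleen. With that correlation fixed at 0.01 in place of the estimate, the same means gave p = 3.43e-23 in mLN and 1.41e-05 in spleen in limma's camera, the largest change under any alternative set for these means.

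Averaged over the ribosomal protein genes, log2 CPM were 7.97 ± 0.076 (SD, n = 3) in WT and 7.73 ± 0.088 (SD, n = 4) in KO mLN, and every KO mLN sample lay below every WT mLN sample (two-sided exact permutation test, p = 0.0571). In spleen the values were 7.22 ± 0.097 (SD, n = 4) in WT and 7.11 ± 0.14 (SD, n = 4) in KO, and the groups overlapped (exact permutation p = 0.229).

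**Figure D2:**
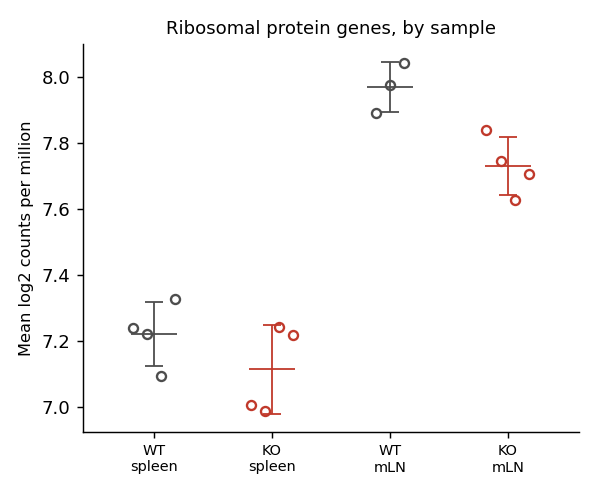
Mean log2 CPM over the ribosomal protein genes in each sample of sorted T cells, for WT (grey) and KO (red) in spleen and mLN; the vertical axis does not start at 0. Circles are samples, horizontal lines are means and bars are SD (n = 4, or n = 3 for WT mLN); the KO mLN samples lie between 7.63 and 7.84 and the WT mLN samples between 7.89 and 8.04.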

With translation representing the cell's most energy‐consuming process, we asked whether AMPK‐deficient T cells display reduced metabolic activity, which might explain why KO T cells decrease their translational activity. Using GSEA, we observed that genes engaged in oxidative phosphorylation appeared underrepresented in KO versus WT T cells (Figure 4D), suggesting that KO T cells exhibit both limited metabolic activity and a quantitatively reduced translational apparatus when activated in vivo. 

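For the Reactome oxidative phosphorylation set the NES was −0.272 in mLN (91 genes, two-sided exact permutation p = 1) and 0.783 in spleen (90 genes, exact permutation p = 0.629). The mean log2 fold change was −0.0035 in mLN, with 47 of 91 genes lower in KO (p = 0.964 from limma's camera, exact permutation p = 1), and 0.029 in spleen, with 38 of 90 lower (p = 0.736 from limma's camera, exact permutation p = 0.629). With correction for GC content and gene length, the NES in mLN was 0.666. Leaving out 1 sample at a time gave NES values from −1.15 to 0.516 in mLN and from −0.415 to 1.02 in spleen, so neither sign held in every fit. From the position of this set and of the ribosomal sets in its own GSEA, the paper proposes that activated KO T cells have limited metabolic activity together with a smaller translational apparatus. For metabolic activity the paper also measured oxygen consumption, mitochondrial membrane potential and metabolites, on which these scores do not bear.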

In order to further validate these mRNA expression profiles, we quantified mitochondrial membrane potential of in vivo activated T cells at 6 weeks after transfer and observed reduced mitochondrial membrane potential staining indicative of a reduced oxidative metabolism in KO T cells compared to WT T cells (Figure 4E). Subsequently, we performed targeted metabolomic analysis of activated WT and KO T cell extracts using liquid chromatography‐mass spectrometry (LC‐MS). Of the 569 analyzed biochemicals, 80 were significantly less abundant in KO T cells with another 49 trending toward significance (ie, a p‐value between 0.05 and 0.10). Importantly, we observed a reduction in tricarboxylic acid cycle (TCA) cycle intermediates in activated KO T cells compared to WT T cells as well as decreased levels of intermediates of catabolic amino acid and fatty acid metabolism (Figure 4F, Figure S4E‐F). Collectively, these data reveal an essential role for an AMPK‐dependent program in T cells to fuel the metabolic and translational demands of antigen‐challenged T cells in vivo.

### 3.6 AMPK is required for the induction of Th2 dependent disease in vivo

After establishing a marked reduction of organ‐infiltrating T cells in a model of Th1/Th17/Treg activation, we were interested in systematically probing whether this obvious impairment was a global phenomenon affecting all Th cell subtypes. Thus, we evaluated whether loss of AMPK in T cells also impairs the function of type 2 T helper cells in vivo using a murine model of house‐dust mite (HDM)‐induced allergic airway inflammation. WT and KO mice were intratracheally (i.t.) sensitized and intranasally (i.n.) challenged with HDM antigen,^28^ and infiltration of the lungs with pathogenic T cells and eosinophils was assessed after 14 days (Figure 5A). HDM‐challenged KO mice exhibited less overall T cell and pathogenic Th2 cell infiltration into the lung compared to WT mice (Figure 5B,C), mirroring previously observed effects in the colitis model. This effect was again independent of T cell exhaustion or cell death (Figure [Link], [Link], [Link], [Link], [Link]A‐D). Similarly, we found reduced production of interleukin (IL)‐13 from HDM‐re‐stimulated lung cells from KO mice compared to WT mice (Figure 5D). The impaired Th2 phenotype was accompanied by reduced lung eosinophilia (Figure 5E,F) and reduced levels of total serum IgE and, although not meeting statistical significance, HDM‐specific IgE (Figure 5G). These data indicate attenuated systemic Th2‐driven allergic inflammation in the absence of AMPK in T cells. Since type 2 innate lymphoid cells (ILC2) play a pivotal role at mucosal barriers and may quickly and forcefully respond to allergens, we wanted to exclude that our observed phenotype was due to a dysregulated ILC2 compartment in KO mice. We found comparable numbers of ILC2 cells at baseline and after allergen challenge in WT and KO mice, indicating that the reduced allergic phenotype was T cell‐dependent (Figure 5H). In line with the reduced lung Th2 responses observed, periodic acid‐Schiff (PAS) staining of lung sections revealed lower numbers of mucus‐positive airway epithelial cells in HDM‐exposed KO mice compared to WT mice (Figure 5I,J). Interestingly, we found a reduced number of lung Treg cells upon allergen challenge in AMPK‐deficient mice (Figure S5E), which is in line with our previous observations in the colitis model. However, attenuated Treg accumulation in effector organs of KO mice might also be related to a reduced need for suppression in response to reduced organ damage. Collectively, these results illustrate a T cell‐intrinsic need for proper AMPK activity for the quantitative dynamics of primary T cell responses in vivo. In our hands, different Th cell subsets were similarly sensitive to loss of AMPK, with reduced accumulation in peripheral organs and reduced severity of disease.

**FIGURE 5:**
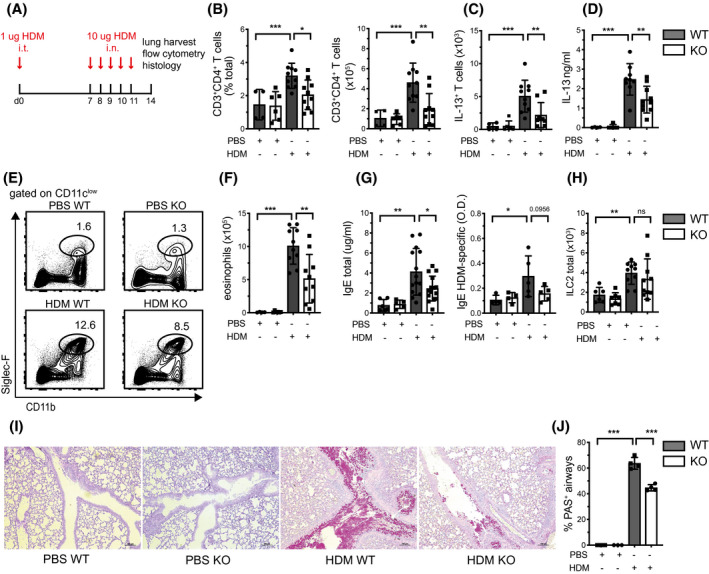
Loss of AMPK in T cells protects against allergic airway inflammation. A, shows the protocol for the induction of HDM‐induced allergic airway inflammation. Panel (B) shows the relative and absolute frequency of lung infiltrating CD3 + CD4 + T cells (pooled data from two independent experiments with n = 2‐6 mice per group). C, shows the frequency of lung Th2 cells at 14 d. D, depicts IL‐13 production of lung suspensions after antigen‐specific restimulation with HDM‐extract in vitro for 3 d. E, shows one representative staining of lung suspension for eosinophils at 14 d. F, indicates the absolute numbers of eosinophils in the lung at 14 d. Panel (G) depicts serum total IgE levels (left panel) and HDM‐specific IgE levels (right panel) determined by ELISA at 14 d. H, shows the frequency of ILC type 2 cells in the lung at 14 d. Panel (I) shows representative PAS stainings of lung sections. J, indicates the percentage of PAS^+^ airways in slides derived from (I). Data shown indicate mean ± SD and are pooled from two independent experiments with n = 3‐6 mice per group, except for panel (G) where HDM‐specific IgE production represents data from one experiment with n = 3‐5 mice per group. Data shown indicate mean ± SD or mean ± SEM for panel (G) and (J). *P < .05, **P < .01, ***P < .001, one‐way ANOVA

## 4 DISCUSSION

Herein, we demonstrate that the metabolic sensor AMPK regulates the magnitude of T cell‐dependent immune responses while being dispensable for the quality of primary T cell responses in vitro and in vivo. Consistent with the notion that cellular metabolic adaptation is required to fuel an adequate T cell response, defective oxidative metabolism in AMPK‐deficient T cells translated into a quantitative reduction of organ‐infiltrating T cells in our in vivo models. From a functional point of view, we argue that AMPK serves as a checkpoint that integrates information on T cell metabolism and nutrient supply to increase T cell translational activity that ultimately fuels T cell expansion in vivo.

Translation and protein synthesis represent highly energy‐consuming processes, and, therefore, seem tightly linked to the metabolic status of the cell. Notably, the relevance of proper expression and function of the translational apparatus in immunity and cancer has gained increased attention.^41^, ^42^ Increases in transcription and translation of mRNAs that encode components of the translation machinery, including ribosomal proteins, have been described recently during the expansion phase of an antigen‐specific CD8 + T cell response in vivo in response to lymphocytic choriomeningitis virus (LCMV) infection.^43^ For CD8 + T cells, it has been observed that both the expression of IL7Rα and IL2Rα positively correlate with the translational activity of activated CD8 + cells, indicating a prominent role of these cytokines in maintaining translational fitness during T cell expansion in vivo. In line with these observations, the strength of cytokine signaling received by activated T cells has long been known to shape the magnitude of clonal expansion.^44^ Accordingly, we observed decreased expression of pro‐growth cytokine receptors in activated KO T cells compared to WT T cells upon antigenic challenge in vivo. The limited potential to receive pro‐growth cytokine signals in AMPK‐deficient T cells might, therefore, contribute to our observed phenotype. When considering AMPK‐mediated regulation of immune cell receptor expression, conflicting evidence has been reported in the literature. As such, AMPK was shown to inhibit chemokine receptor expression in macrophages via an nuclear factor kappa‐light‐chain‐enhancer of activated B cells (NF‐κB)‐mediated pathway.^45^ Similarly, one study has observed that co‐culture of T cells with mesenchymal stromal cells suppresses CD25 mRNA translation in T cells, a phenomenon that has been associated with increased AMPK activation in co‐cultured T cells.^46^ In contrast, other evidence suggests that pharmacologic inhibition of AMPK in T cells strongly suppresses CD25 expression in a dose‐dependent manner.^47^ These so far controversial observations emphasize a need for a more precise investigation of this subject in the future. In sum, we can only speculate on whether the reduced cytokine receptor expression is a primary effect of AMPK deficiency in T cells or if it is secondary due to the observed globally decreased translational activity.

In a recent study, Ma et al investigated the metabolic status of in vivo activated CD8 + T cells using ^13^C‐based stable isotope tracing, revealing an upregulation of glycolytic and TCA cycle oxidative metabolism upon *Listeria monocytogenes* infection in vivo, compared to naive CD8 + T cells. By combining ex vivo metabolomic and proteomic profiling, the authors linked the metabolic program of activated T cells to pathways associated with cellular proliferation, including enhanced cell cycle progression, induction of ribosome biogenesis, and initiation of mRNA translation.^48^ Conversely, downregulation of components of the translational apparatus and a defective TCA cycle have been observed during the process of CD8 + T cell exhaustion in vivo.^49^ Thus, our data support the hypothesis that metabolic adaptation, and an active and uncompromised translational machinery represent key prerequisites for robust and functional antigen‐specific T cell responses in vivo. Notably, studies investigating these processes in CD4 + T cells have been lacking and, therefore, this study provides the first evidence that CD4 + T cell metabolic activity and translational fitness during in vivo expansion might be coordinated in similar patterns. However, how T cells adopt AMPK signaling in order to connect T cell metabolism to T cell translational fitness upon activation remains largely unknown. Further studies are needed to investigate in detail whether the translational fitness of T cells follows the expression of cytokine receptors or vice versa, and if CD4 + antigen‐specific T cell responses follow the same translation kinetics as CD8 + T cells.

Our data suggest that both levels of total AMPKα1 and p‐AMPKα1 increase in WT T cells when activated in vivo and we can, therefore, only speculate on whether changes in AMPKα1 expression or enhanced AMPKα1 activity per se drive the metabolic and translational adaptations in expanding T helper cells. However, dynamic increases in total protein expression and in the activity of nutrient‐sensitive and pro‐growth signaling pathways, such as mTORC1 or MYC, have been described in a recent study that applied integrative proteomics and phosphoproteomics profiling of in vitro activated T cells.^50^ Thus, AMPKα1 expression and activation may be part of a similarly regulated molecular machinery that contributes to nutrient‐sensing and to the regulation of cell growth upon antigen receptor ligation.

Our results further confirm existing evidence suggesting that dysregulation of upstream central metabolic rheostats that link metabolic cues to translation preferentially impair T cell differentiation and effector function on a general level. As for the kinase mTOR, several lines of evidence highlight that a delicate control of mTOR signaling is essential for lineage fate decision and Th cell function,^51^, ^52^, ^53^ and that tightly controlled mTOR signaling networks regulate both T effector cell and Treg cell differentiation and function.^54^ Liver kinase B1 (LKB1), the major upstream kinase of AMPK, is a metabolic switch that directs T effector cell and Treg cell metabolism. Several studies have demonstrated that the enzyme is critical for the survival, proliferation, and lineage integrity of CD4 + T cells. However, these results appeared to be largely independent of AMPK and depended on the respective knockout model used.^39^, ^55^, ^56^ Importantly, AMPK can also be activated by signaling via calcium/calmodulin‐dependent protein kinase β (CaMKKβ), which switches on AMPK in response to TCR‐mediated calcium flux.^38^ Additionally, AMPK may be activated via transforming growth factor‐β (TGF‐β)‐activated kinase‐1 (TAK1) upon cytokine signaling.^57^, ^58^ Thus, AMPK might represent a nutrient‐sensing checkpoint that acts to promote and provide support for Th cell expansion in general, and may act at least partly distinct from LKB1 and mTORC1.

Our results are also in line with findings from another recent study that observed a quantitatively impaired antitumor response of AMPK‐deficient CD8 + T cells in vivo. Mechanistically, the authors linked an aberrant activation of serine/threonine protein phosphatases, such as protein phosphatase 2A, to increased rates of apoptosis in AMPK KO CD8 + T cells within the tumor microenvironment.^59^ Increased cell death of AMPK‐deficient T cells has also been observed in response to nutrient deprivation ^18^ or in response to metabolic inhibitors in vitro.^60^ 

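In the mRNA-seq data of T cells sorted 6 weeks after transfer, the Reactome apoptosis set had an NES of 1.16 in spleen (130 genes, two-sided exact permutation p = 0.343) and 1.14 in mLN (129 genes, exact permutation p = 0.4) for KO against WT. Its mean log2 fold change was 0.072 in spleen, with 37 of 130 genes lower in KO (p = 0.28 from limma's camera, exact permutation p = 0.114), and 0.043 in mLN, with 51 of 129 lower (p = 0.43 from limma's camera, exact permutation p = 0.0857). With every gene that had a read ranked in place of the tested genes, the NES in mLN was −0.918 (exact permutation p = 0.743). In each organ at most 1 gene of the set had an adjusted p-value under 0.05 (1 in spleen and 0 in mLN).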

Although we and others^18^ did not detect an induction of apoptosis in AMPK‐deficient T cells in vivo, and our mRNA‐seq data argue against a role of aberrant induction of apoptosis in the absence of AMPK, we cannot definitively rule out that loss of AMPK primes T cells for activation‐induced cell death at sites of inflammation. However, the fact that we detected a similar reduction of T cells in the spleen and effector organs (eg, the gut) during in vivo activation also argues against a site‐specific induction of apoptosis at sites of inflammation.

Finally, normal Th cell fate decision in AMPK‐deficient T cells in vitro and in vivo might seem in contrast to previous studies that have used pharmacological AMPK activators and/or inhibitors for modulation of Th cell fate decision.^4^, ^14^, ^22^ In light of recent studies assessing off‐target effects of AMPK‐activators,^47^, ^61^ further investigations are needed to distinguish between AMPK‐dependent and AMPK‐independent effects of those compounds that may affect Th lineage decision and function.

In summary, our results suggest that the cellular energy balance is tied to the T cell translational apparatus via an AMPK‐mediated checkpoint that ultimately orchestrates the quantitative dynamics of primary T cell responses.

## CONFLICT OF INTEREST

The authors declare that they have no conflict of interest.

## AUTHOR CONTRIBUTIONS

K.A. Mayer, G.A. Gualdoni, and G.J. Zlabinger designed the study. K.A. Mayer, G.A. Gualdoni, G.J. Zlabinger, U. Smole, and N. Boucheron designed experiments. K.A. Mayer performed the in vitro and in vivo experiments and analyzed the data with help from U. Smole, C. Zhu, A. Christamentl, and P. Waidhofer‐Söllner, S. Derdak and M. Bilban performed global mRNA sequencing and analyzed the data. A.A. Minervina, M. Salnikova, and I.Z. Mamedov performed TCR beta sequencing and analyzed the data. N. Witzeneder performed Seahorse analysis and analyzed the data. N. Boucheron, G. Hoermann, K.G. Schmetterer, W. Ellmeier, W.F. Pickl, and M. Trauner contributed mice, critical reagents and/or provided important scientific input. K.A. Mayer, G.A. Gualdoni, and G.J. Zlabinger wrote the manuscript. All authors carefully read and revised the manuscript and agreed to its final version.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

Fig S3 Click here for additional data file.

Fig S4 Click here for additional data file.

Fig S5 Click here for additional data file.

# Supplementary material for: The energy sensor AMPK orchestrates metabolic and translational adaptation in expanding T helper cells
**Source:** FASEB J. 2021 Mar 14;35(4):e21217. doi: 10.1096/fj.202001763RR
**Supplement:** Supplementary file 1 — Fig S1

# Supplemental Figure 1

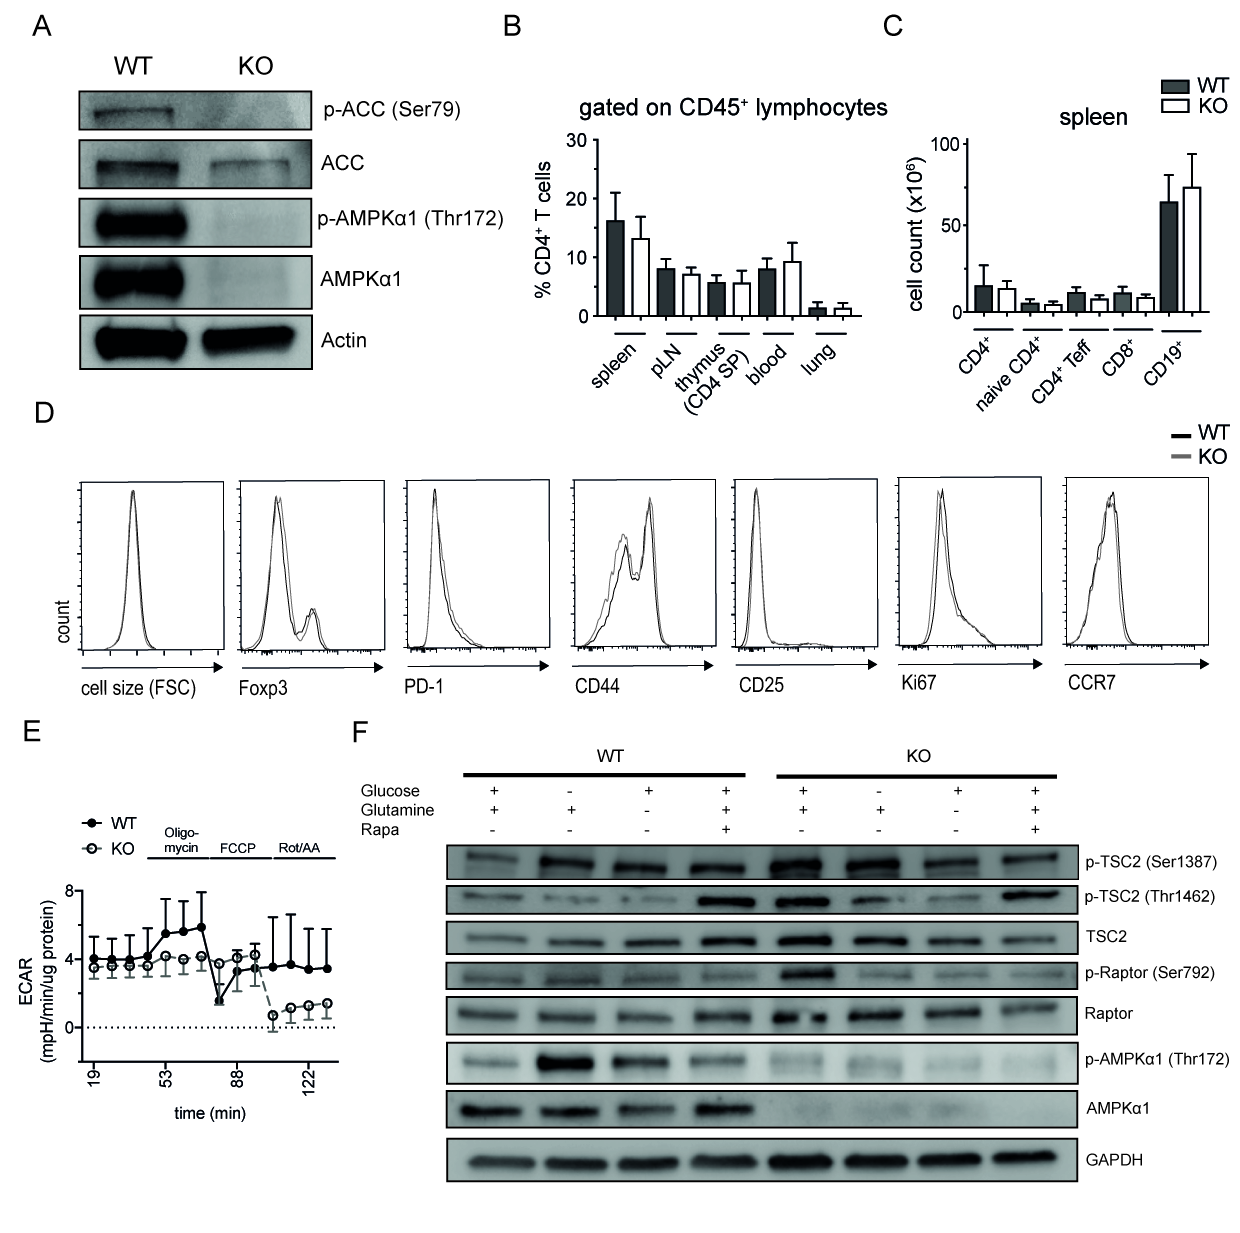

**Supplemental Figure 1. AMPK does not regulate T cell homeostasis but may impact on T cell metabolism and mTORC1**

A) Immunoblot for AMPKα1 activation (Thr172) and phosphorylation of AMPK downstream targets in activated WT and KO T cells. One of two independent experiments is shown. Relative (B) and absolute (C) frequencies of CD4+ and/or CD8+ T cells in the indicated organs in naive WT and KO mice. Data shown indicate mean ± SD of 4 independent experiments with n=2-3 mice per group. D) Histograms showing the expression of the indicated markers in splenic CD4+ T cells of WT and KO mice. Data shown are representative of 3 independent experiment with n= 2-3 mice per group. E) Extracellular acidification rate (ECAR) of activated WT and KO cells as determined by Seahorse Analysis (basal and in response to metabolic stimuli). F) Immunoblot for AMPKα1 activation and activation of mTORC1 regulatory proteins (TSC2 and Raptor) in activated WT or KO cells under nutrient-replete conditions, after acute glucose or glutamine starvation or activated in the presence of the mTOR inhibitor rapamycin (10nM). AA, antimycin A; FCCP, fluoro-carbonyl cyanide phenylhydrazone; Rot, rotenone.

# Supplementary material for: The energy sensor AMPK orchestrates metabolic and translational adaptation in expanding T helper cells
**Source:** FASEB J. 2021 Mar 14;35(4):e21217. doi: 10.1096/fj.202001763RR
**Supplement:** Supplementary file 2 — Fig S2

# Supplemental Figure 2

**
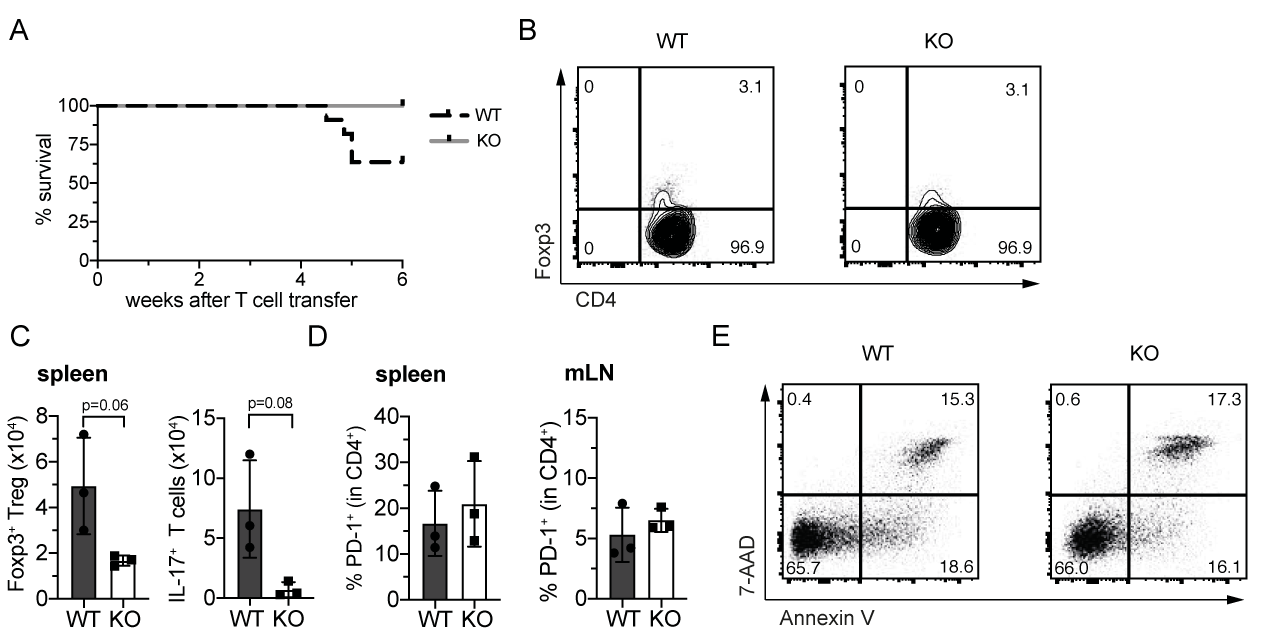
**

**Supplemental Figure 2. Loss of AMPK alleviates T-cell mediated organ infiltration after adoptive transfer *in vivo.***

A) Survival of Rag2–/– mice receiving either 0.5 x 10^6^ naive WT or KO T cells. B) Representative Foxp3 staining gated on CD45+CD3+CD4+ T cells in the mLN at 6 weeks after transfer. C) Absolute counts of splenic Foxp3+ Treg or IL17+ Th17 cells at 6 weeks after transfer. D) Percentage of PD-1+ CD4+ T cells in the indicated organs at 6 weeks after transfer. E) Representative Annexin-V vs. 7-AAD staining of mLN CD4+ T cells 6 weeks after adoptive transfer. Data shown in A) are pooled data from 3 independent experiments with n=3-4 mice per group. Data shown in B) and E) are representative of two independent experiments with n=3-4 mice per group Data shown in C) and D) indicate mean ± SD of n=3 mice and are representative of two independent experiments with n=3-4 mice per group. * *P*<0.05, unpaired student’s t test.

# Supplementary material for: The energy sensor AMPK orchestrates metabolic and translational adaptation in expanding T helper cells
**Source:** FASEB J. 2021 Mar 14;35(4):e21217. doi: 10.1096/fj.202001763RR
**Supplement:** Supplementary file 3 — Fig S3

# Supplemental Figure 3

**
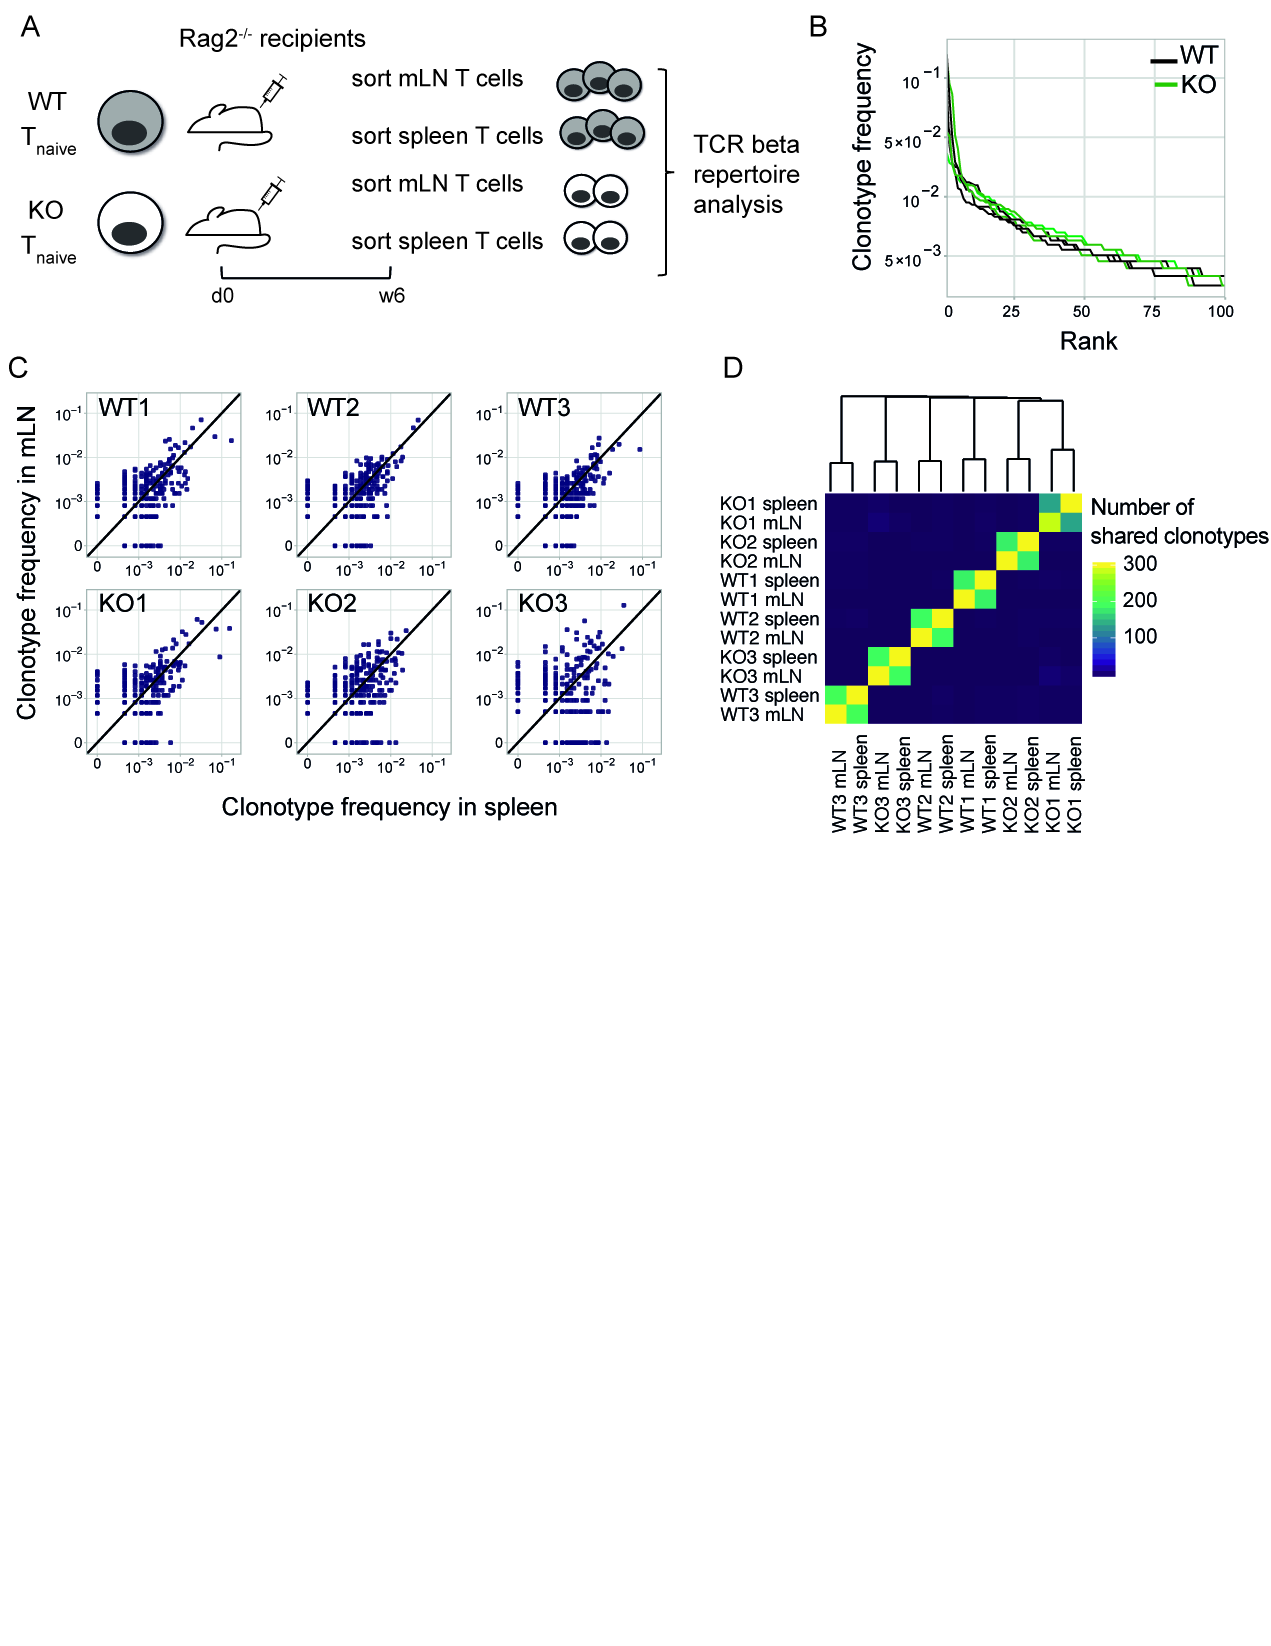
**

## Supplemental Figure 3. AMPK deficient T cells maintain homeostatic proliferation upon *in vivo* activation.

Panel A) shows the experimental set up of TCR beta repertoire analysis. Panel B) shows a rank-frequency (log-scale) distribution for the 100 most abundant WT and KO TCR beta clonotypes in the spleen. Panel C) shows frequencies of TCR beta clonotypes in the spleen (x-axis) vs. in mLN (y-axis) for each mouse. Diagonal line shows identity. Panel D) depicts the number of shared TCR beta nucleotide sequences between the 300 most abundant clonotypes from different organs (spleen vs. LN) and different mice. Dendrogram on top shows hierarchical clustering of samples based on the number of shared clonotypes. Data are obtained from one experiment with n=3 mice per group.

# Supplementary material for: The energy sensor AMPK orchestrates metabolic and translational adaptation in expanding T helper cells
**Source:** FASEB J. 2021 Mar 14;35(4):e21217. doi: 10.1096/fj.202001763RR
**Supplement:** Supplementary file 4 — Fig S4

# Supplemental Figure 4

**
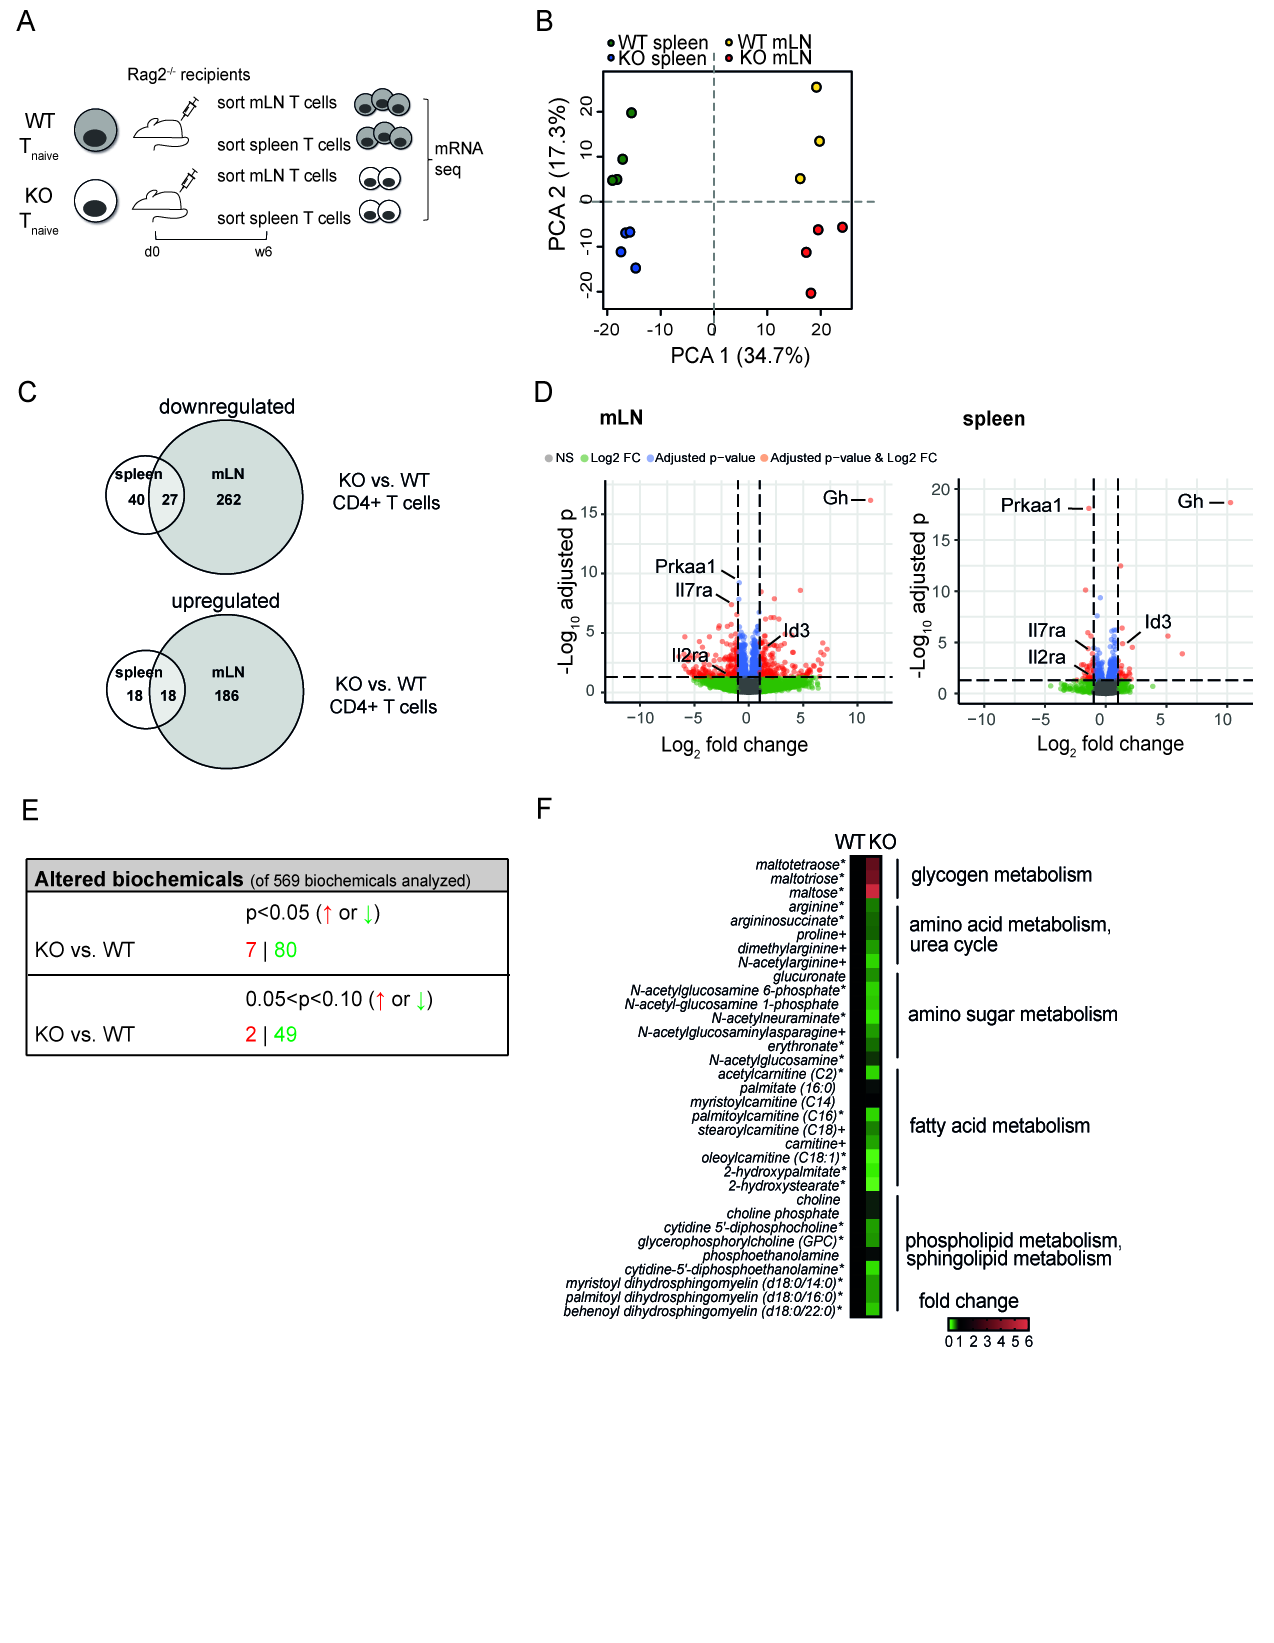
**

**Supplemental Figure 4. Gene expression profiles and metabolomic analysis of AMPK deficient T cells.**

A) shows the experimental set up of mRNA seq analysis. B) shows principal component analysis of WT and KO spleen and LN samples isolated 6 weeks after adoptive transfer. 

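Principal components were computed from centred log2 CPM of the genes tested over all 15 samples. The first component held 30.9% of the variance and separated every spleen sample from every mLN sample. The second held 16.0% and separated every WT from every KO sample across both organs. The third held 8.12% and separated neither. With the 500 most variable genes the first component held 39.7%, and with a variance-stabilizing transformation by DESeq2 it held 39.1%; in both the components separated the same groups. Without WT mLN replicate 4, the second component held 13.9% and no longer separated the genotypes in full.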

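At an adjusted p-value under 0.05 from edgeR and an absolute log2 fold change above 1, 46 genes were lower and 18 higher in KO spleen, and 15 were lower and 32 higher in KO mLN. Without the fold change limit, 107 were lower and 78 higher in spleen, and 42 lower and 50 higher in mLN. Both organs shared 7 lower genes (Dusp2, Gm15441, Txnip, 5830411N06Rik, Olfr525, Ifngr1 and Il7r; Fisher's exact test over 13759 genes tested in both, p = 9.22e-15). They shared 7 higher genes (Gm33707, Gm38326, Id3, Gh, Ifi27l2a, Rtp4 and Acta2; Fisher's exact test, p = 4.08e-16). Gm15441 lies across Txnip, so the counts of both are uncertain. These tests treat genes and organs as independent, although samples of both organs with the same number deviated together from their group means (mean r across genes 0.312 in WT and 0.159 in KO). Across genes tested in both organs, the log2 fold changes had a Pearson's r of 0.608 and a Spearman's rho of 0.555. Of the changed spleen genes that were also tested in mLN, 94.7% changed in the same direction there. The shared deviations of same-numbered samples can raise these values without an effect of genotype. No value for the case of no effect was computed, so how much they exceed it is not known. A test of the difference between the organs, the genotype by organ interaction over 15438 genes, found 0 genes at an adjusted p-value under 0.05 and 652 at an unadjusted p-value under 0.05 in edgeR. With each mouse as a block in the same edgeR test it found 3 genes, and 833 at an unadjusted p-value under 0.05. The highest counts came from the omission of the filter on low counts, which gave 311 lower and 149 higher genes in spleen and 179 and 163 in mLN. In the fit without the filter 45 of the 46 lower genes of spleen were called again. The p-values of this fit were out of proportion to the spread between replicates for genes such as Il2ra in mLN, so its counts carry little weight.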

C) Venn diagrams depicting shared differential gene expression of WT and KO samples 6 weeks after transfer. 

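Among the genes past both limits whose WT and KO values did not overlap, Prkaa1, Ifngr1 and Rhag had the smallest p-values of those lower in KO spleen. Prkaa1 had a log2 fold change of −1.33 in spleen (standard error 0.082, adjusted p = 7.63e-05 from edgeR) and −0.95 in mLN (standard error 0.16, adjusted p = 0.0372 from edgeR), just short of the fold change limit there. Rhag fell from 8.20 ± 4.12 CPM in WT to 1.17 ± 0.25 in KO spleen (SD, n = 4 each), a log2 fold change of −2.81 (adjusted p = 0.0123 from edgeR). The erythroid marker genes together reached 1888 and 910 CPM in WT spleen replicates 3 and 4 and at most 120 in the other spleen samples. In mLN the corresponding genes were Il7r, Neat1 (log2 fold change −1.25, adjusted p = 0.0173 from edgeR) and Txnip (−1.18, adjusted p = 0.0285).

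Of those higher in KO, Gh (ENSMUSG00000020713, chromosome 11, 106300271 to 106301865) had the smallest p-value in both organs (adjusted p = 1.07e-05 in spleen and 1.37e-05 in mLN from edgeR). It had 0 counts in every WT sample and 311 to 412 counts in the KO samples, while the pituitary genes Prl, Cga and Tshb together had 20 counts over all KO samples. Against the floor of 3 counts, Gh was at least 102-fold higher in KO spleen and at least 121-fold higher in KO mLN. In spleen the next were Gm33707 (chromosome 3, 60769887 to 60770455), at least 23.9-fold higher, and Gm38326 (chromosome 3, 60788361 to 60794730), at least 12.6-fold higher. In mLN they were Ifi27l2a (log2 fold change 1.14, adjusted p = 0.00679 from edgeR) and Mx1 (1.51, adjusted p = 0.0173). Id3 had a log2 fold change of 1.36 in spleen (standard error 0.23, adjusted p = 0.037 from edgeR) and 1.23 in mLN (standard error 0.22, adjusted p = 0.0414). With 1 sample left out at a time, the change of Prkaa1 in spleen stayed between −1.36 and −1.29 and passed in all 8 fits. In mLN it stayed between −1.03 and −0.85, and its adjusted p-value was above 0.05 in all 7 fits. Every KO mLN value of Prkaa1 still lay below every WT mLN value. Reads on the whole gene do not measure how complete the deletion was in either organ. The adjusted p-value of Id3 rose above 0.05 in 5 of 8 fits in spleen and 6 of 7 in mLN. In mLN that of Txnip did so in 5 of 7 fits and those of Neat1 and Mx1 in 3 of 7 each. Gh in both organs, Gm33707 and Gm38326 in spleen and Ifi27l2a in mLN stayed under 0.05 in every fit.

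Of the genes tested, 12.1% in spleen and 14.2% in mLN had WT and KO values that did not overlap, where chance gives 2.86% and 5.71%.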

D) Volcano plot showing differential gene expression (fold change vs. significance) of WT and KO mLN and spleen T cells. E) Summary of metabolomic analysis in activated WT and KO T cells. F) Metabolite levels of indicated biochemicals as determined in E). Data shown in A) – D) are obtained from one experiment with n=4 mice per groups. 

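The data analysed here hold 4 samples for each group except WT mLN, which has 3. To check that no library entered more than once, the raw counts of every pair of samples from the same genotype and organ were compared over genes. The chi-square statistic per degree of freedom was between 4.39 and 24.6 over the 21 pairs (median 12.2), so all replicates differed by more than the sampling noise of their counts.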

Data shown in E) and F) were obtained in 4 independent experiments with n=5-10 pooled mice per replicate per group. * *P*<0.05, + 0.05<*P*<0.10, paired student’s t test with Welch correction.

# Supplementary material for: The energy sensor AMPK orchestrates metabolic and translational adaptation in expanding T helper cells
**Source:** FASEB J. 2021 Mar 14;35(4):e21217. doi: 10.1096/fj.202001763RR
**Supplement:** Supplementary file 5 — Fig S5

# Supplemental Figure 5

**
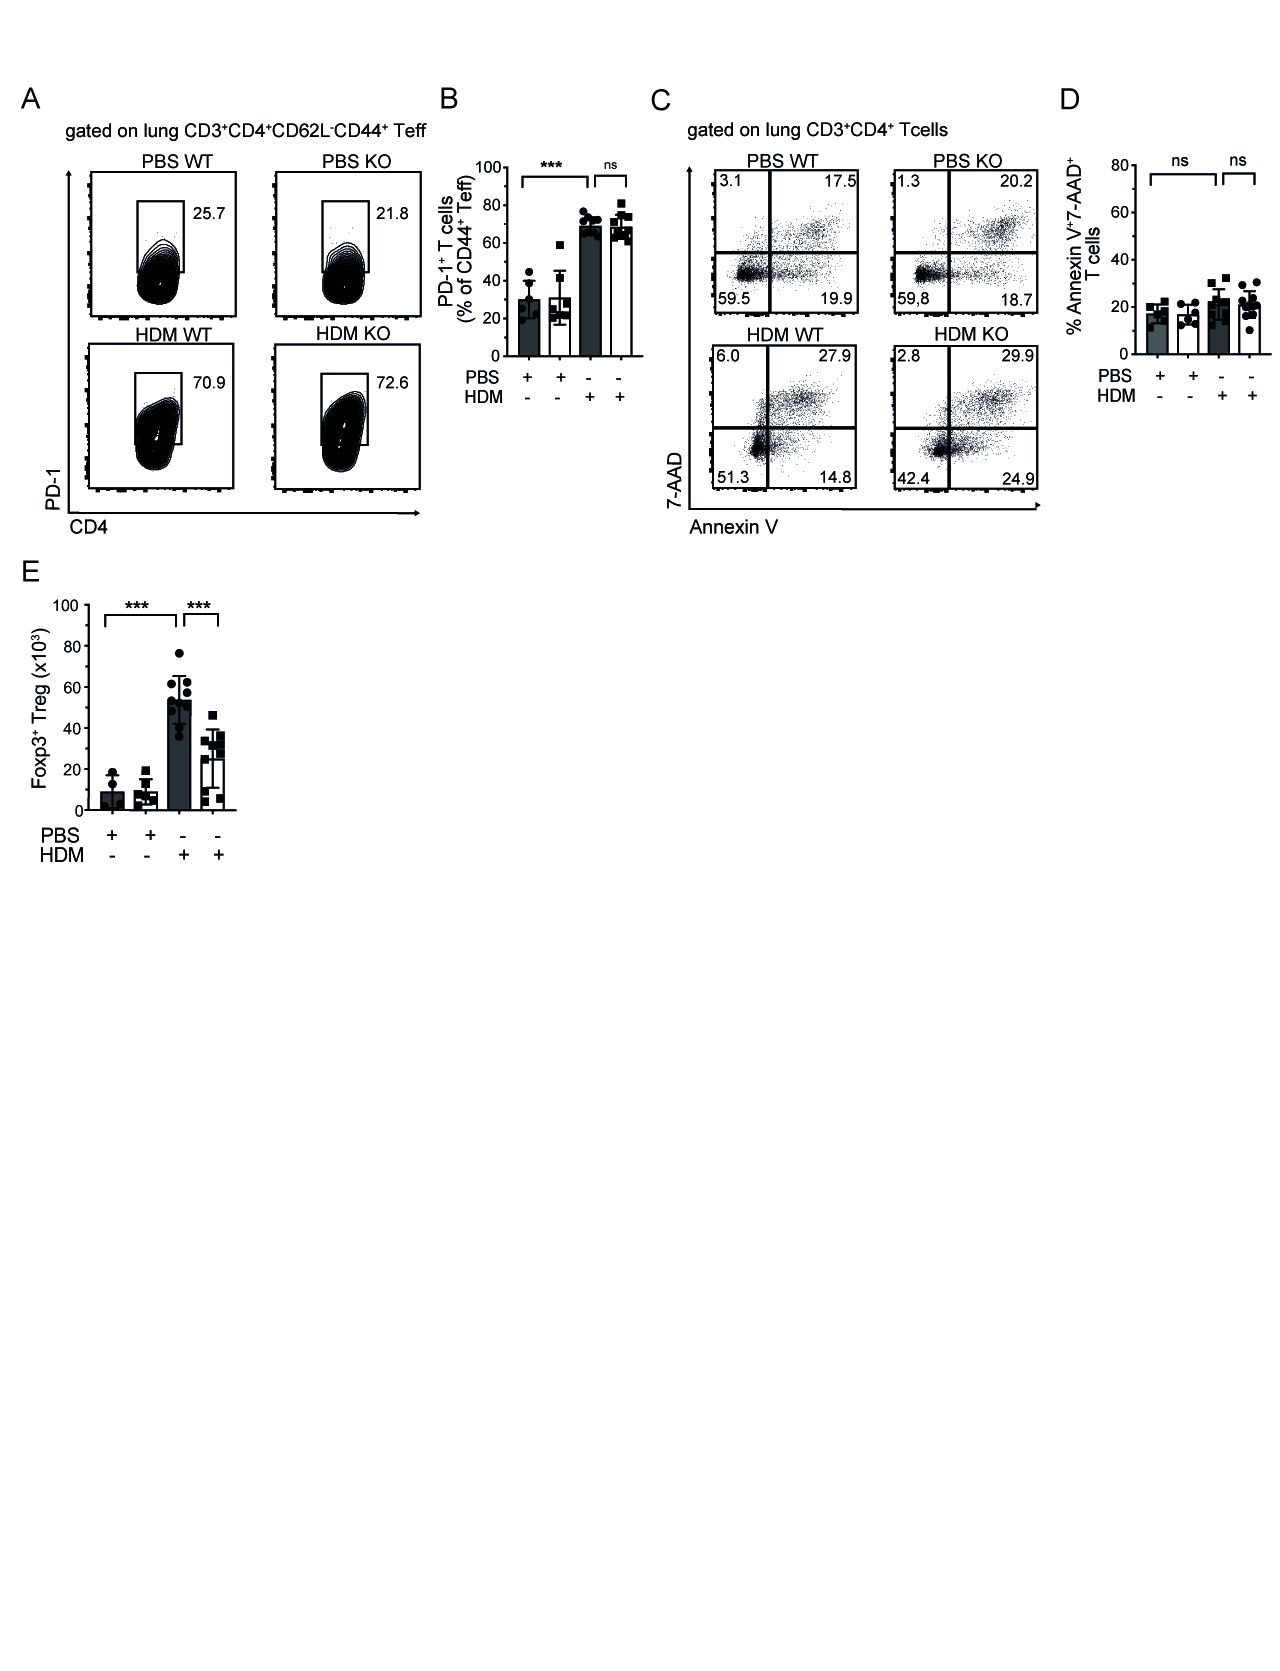
**

**Supplemental Figure 5. AMPK deficient T cells show no exhaustion phenotype or increased cell death upon *in vivo* HDM antigen exposure.**

A) Representative staining for PD-1 expression on CD44+CD62L- lung T effector cells. B) indicates the quantification of A). C) Representative Annexin-V vs. 7-AAD staining gated on lung CD3+CD4+ T cells at 14d after induction of allergic airway inflammation. D) indicates the quantification of C). E) Relative and absolute counts of lung Foxp3+ Treg 14d after induction of allergic airway inflammation. Data shown in A) and C) are representative of two independent experiments with 2-6 mice per group. Data shown in B), D) and E) indicate mean ± SD and are pooled data from two independent experiments with n=2-6 mice per group. * *P*<0.05, ** *P*<0.01, *** *P*<0.001, one-way ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

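RNA was sequenced from CD4+ T cells sorted from spleen and mesenteric lymph nodes (mLN) of Rag2-deficient recipients 6 weeks after the transfer of naive WT or KO T cells. The 15 samples were grouped by genotype and organ as their labels and the paper give them, with 4 samples in each group except WT mLN, which has 3. The authors aligned the single-end reads with STAR to GRCm38 with GENCODE M23 and deposited the number of reads counted on each of 55421 genes per sample, as raw counts without normalization. The deposited counts are 1 value per gene, and the paper's methods do not say whether they come from both strands or from a single strand, so antisense and overlapping genes are uncertain. Of the uniquely aligned reads, a median of 60.9% lay on no gene. Multimapping reads were left out of the counts, so genes with near-identical copies are undercounted.

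Gene symbols, coordinates, GC content and lengths came from GENCODE M21 on the same genome build, where 55240 of the 55421 genes were found. A read was counted on 39155 genes in at least 1 sample. Reads on genes ranged from 9363940 to 11283439 per sample. A count of 3 was taken as the floor, and a fold change against a group at or under it was computed against the floor. Reads carry no molecular identifiers, so the floor covers counting error only.

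Differential expression was tested from the counts with edgeR 4.0.16 in R 4.3.3, separately in each organ, with edgeR's filter on low counts, TMM normalization and the quasi-likelihood test of KO against WT. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with limits of 0.05 for the adjusted p-value and 1 for the absolute log2 fold change. The difference between the organs was tested as the genotype by organ interaction over all 15 samples. The authors used DESeq2, and DESeq2 1.42.0 was run here as an alternative. The overlap of the organs was tested with Fisher's exact test over the genes tested in both.

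Gene sets were scored by the GSEA statistic with signal-to-noise ranking of TMM-scaled counts per 1e6 reads, with the SD floor at 0.2 of the mean and all relabellings of the samples, and by the mean log2 fold change with camera from limma 3.58.1. The 2-sided permutation p-value compares absolute enrichment scores. This form was chosen on simulated data, where a form based on the normalized scores missed the planted set in mLN, and before any score of a real set was computed. Reactome sets came from fgsea 1.28.0, of which sets with at least 15 tested genes were used. The gene sets of the paper's own GSEA were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

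The procedures were tested on simulated counts drawn from the means and library sizes of the real samples. Of 200 genes with known changes, edgeR recovered 99.5% in spleen (of 14254 genes) and 99.5% in mLN (of 14359 genes), with 1.49% and 6.13% of its calls on unchanged genes, and DESeq2 recovered 99.5% and 100%, with 1.97% and 10.3% of its calls on unchanged genes. The median log2 fold change of the recovered genes was 2.02 in spleen and 2.01 in mLN with both tools. These shares therefore do not show how well changes near or under the limit of 1 are recovered. A planted set of 80 genes had an NES of −1.97 in spleen and −1.39 in mLN (exact permutation p = 0.0286 in both, the smallest that the relabellings allow). Its genes were drawn independently of each other and lowered by more than the mean decrease of the ribosomal protein genes. The real ribosomal protein genes were correlated (0.648 in mLN and 0.689 in spleen). The planted set therefore does not show how well a small shift of correlated genes is recovered.

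The genes named are Prkaa1, Prkaa2, Gh, Id3, the 12 receptors and ligands of Figure 4A and, in each organ, the 3 genes lower and the 3 genes higher in KO with the smallest p-value among those past both limits whose groups did not overlap. The mapping of samples, the tests and this rule were fixed before the data were examined, and so were the alternatives: DESeq2, RLE normalization, no filter on low counts, at least 10 counts in every sample, all 15 samples in 1 fit, the replicate number as a block, no fold change minimum, a correction for GC content and length, and each replicate left out in turn. For gene sets they were DESeq2 size factors, all genes with a read, another ranking and a fixed correlation between genes. A DESeq2 fit of all 15 samples, permutation of genes in place of samples, leaving out each replicate for the correlations and principal components, and, for single genes, the fits without the filter and with at least 10 counts in every sample were chosen after seeing the data. Genes outside the rule, among them the shared genes, Pax5, Zcchc24, Fos, Fosb, Hspa1a, Rhd and Myh11, were chosen after their values were seen. The replicate numbers come from the sample labels, which do not say that samples with the same number come from the same mouse. The T cell receptor sequencing, flow cytometry, metabolite and in vitro experiments were not analysed here. A test that bears on a gene changed in mLN is not reported here.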

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

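None of the tests given in this part was chosen only after the result was seen, apart from the choices named with them.

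In groups of 4 samples, 6 of 84 groups tested had a sample far from the others of its group, where chance gives 4.2. Ccr2 had 379 counts per 1e6 reads (CPM) in WT spleen replicate 3 and 534 to 564 in the other WT spleen samples. Id3 had 29.8 CPM in WT spleen replicate 4 and 15.5 to 16.5 in the others. In KO mLN replicate 4, Gh had 29.8 CPM against 36.6 to 37.6 in the others, and Il2rb had 775 CPM against 887 to 907. Gm38326 had 4.20 CPM in KO mLN replicate 2 and 3.21 to 3.36 in the others. In WT spleen replicate 1 it had 0.210 CPM, which is 2 counts and under the floor, where the others had 0. The number of such samples is close to what chance gives, and no technical or biological explanation was tested for them.

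A signal in genes that the paper does not show was found for Gm33707, a processed pseudogene, and Gm38326, a long noncoding RNA, both on chromosome 3. The lowest KO count of Gm33707 was 65 in spleen and 20 in mLN, with 0 counts in all WT samples. The lowest KO count of Gm38326 in spleen was 31, and the highest WT count was 2. The gap between the genes is short, since Gm33707 ends at 60770455 and Gm38326 starts at 60788361. The protein-coding neighbour Mbnl1, which ends at 60629750, had a log2 fold change of 0.054 in spleen and 0.27 in mLN (adjusted p = 0.779 and 0.123 from edgeR). Of 13 genes changed in both organs, 4 had another such gene within 1000000 bases (permutation test, p = 0.0064 over 10000 draws of tested genes). Gm15441 was left out of this test because it lies across Txnip, a choice made after its effect was seen, and with it the p-value was 0.0006. The form of this test was chosen after the pair of Gm33707 and Gm38326 was seen, so its p-value partly restates that pair. Without the pair, 2 of 11 genes had such a neighbour (permutation test, p = 0.0864). The other such pair, 5830411N06Rik and Olfr525, lies on chromosome 7, where Olfr60 and Olfr527 between 140334017 and 140361671 were lower in spleen as well. DNA carried along with the Cre transgene, or another locus that differed between the WT and KO donors, remains a candidate explanation for these pairs. The test does not separate it from other causes. The paper compared WT and KO littermates, so the donors were not of separate strains. The genotypes of the donors at these loci were not examined, so such a difference cannot be told apart from an effect of AMPKα1.

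Gh was counted in all KO and in no WT samples, so 15 of 15 samples followed the genotype. Such a pattern is consistent with a sequence carried only by donors with the Cre transgene. RNA from the pituitary was tested as another source. Prl, Cga and Tshb together had 20 counts over the 8 KO samples and 9 over the 7 WT samples, far below those of Gh, which had at least 311 in each KO sample. Among other pituitary genes, Lhb had 47 counts in KO and 34 in WT samples, Pou1f1 had 89 and 60, and Fshb had 3 and 0, so Lhb and Pou1f1 were counted in WT samples as well, where Gh had 0. Pomc, which was also named for this test but left out of the sum after its counts were seen, had 109 and 86 counts and did not differ between the genotypes (exact permutation p = 0.66). Because genotype and transgene go together in this design, the first explanation was not separated from a change of the Gh gene itself.

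In mLN, Pax5 had 18 to 48 counts in KO and 0 to 2 in WT samples (adjusted p = 0.0372 from edgeR, higher in 4 of 4 KO samples). It was not among the genes tested in spleen. Zcchc24 had 7 to 17 counts in KO and 0 in WT mLN samples (adjusted p = 0.0499 from edgeR). No explanation was tested for Zcchc24. Their difference between the organs did not pass (interaction adjusted p = 1.00 for Pax5 and 0.825 for Zcchc24 in edgeR). The interaction passed for 0 genes (652 at an unadjusted p-value under 0.05), for 3 with the mouse as a block and for 2 with DESeq2.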

How the results depend on the processing

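None of the tests of this part was chosen after the result was seen except those named as such. For the interaction, the alternatives run were the mouse as a block, at least 10 counts in every sample, DESeq2 and each replicate left out.

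Numbers of genes are given as lower and higher in KO spleen, then lower and higher in KO mLN. DESeq2 gave 134 and 57, then 78 and 91, with 29 and 15 in both organs. Without the filter on low counts there were 311 and 149, then 179 and 163, with 73 and 43 in both. With at least 10 counts in every sample there were 41 and 10, then 25 and 27, with 9 and 3 in both. A fit of all 15 samples gave 20 and 11, then 107 and 71. No fold change minimum gave 107 and 78, then 42 and 50, with 12 and 14 in both. DESeq2 with all 15 samples in 1 fit, chosen after seeing the data, gave 76 and 31, then 177 and 145, with 36 and 14 in both. RLE normalization and the correction for GC content and length kept every number within 1.5 times. The share of lower genes in mLN was 31.9%, and it was 46.2% with DESeq2, 60.1% with all 15 samples, 52.3% without the filter and 48.1% with at least 10 counts. With each replicate left out, lower genes ranged from 4 to 79 in spleen and from 1 to 26 in mLN, higher genes from 4 to 34 and from 2 to 34, and genes in both organs from 1 to 7 lower and from 2 to 13 higher. The interaction gave 0 genes in all 15 such fits (unadjusted p-value under 0.05 for 488 to 854 genes), 0 with at least 10 counts in every sample (453 genes), 3 with the mouse as a block and 2 with DESeq2. The cause was not tested.

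WT and KO samples with the same replicate number did not deviate together (mean r across genes −0.0405 in spleen and −0.0132 in mLN). With the replicate block there were 6 and 6 genes in spleen (2518 genes at an unadjusted p-value under 0.05), 0 and 1 in mLN (1642 genes), and 0 and 1 in both. With the block and the correction for GC content and length there were 5 and 5, 0 and 1 (1669 genes at an unadjusted p-value under 0.05), and 0 and 1.

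The log2 fold changes of named genes were computed with DESeq2, RLE normalization, all 15 samples in 1 fit, the correction for GC content and length, the replicate block and the block with that correction and, chosen after seeing the data, without the filter on low counts, with at least 10 counts in every sample and with DESeq2 over all 15 samples. Of these 380 values, 318 kept their side of the limit on the adjusted p-value, 46 were no longer past it, 16 passed it newly and none changed direction. Most of the losses came with the replicate block, where 19 of 43 values were no longer past it, and with the block and that correction, also 19 of 43. With all 15 samples in 1 fit 6 were no longer past it and 1 passed newly. With DESeq2 3 passed newly. Without the filter 8 passed newly, and with DESeq2 over all 15 samples 4 passed newly and 2 were no longer past it. P-values without the filter were out of proportion to the spread between replicates for genes such as Il2ra in mLN. The passes and gene numbers of that fit therefore carry little weight. With at least 10 counts in every sample all 36 values kept their side, and none was given for Gh, Gm33707 and Gm38326 in both organs and Rhag in spleen. Of 323 values with a replicate left out, 224 kept their side, 92 were no longer past it, 3 passed it newly and 4 changed direction. These were Il2rg in spleen (−0.012 to 0.16), Ccr7 in spleen (−0.67 to 0.035) and Il10ra in mLN (−0.22 to 0.11, with 2 fits positive), none past the limit.

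With the correlation between genes fixed at 0.01, camera's p-value passed 0.05 for the ribosomal proteins (mean −0.11 in spleen and −0.24 in mLN), translation initiation (−0.079 and −0.19), apoptosis in spleen (0.072) and the mitotic cell cycle in mLN (0.12), where the means are unchanged by design. Permutation of genes, chosen after seeing the data, ignores that correlation as well and gave an NES of −1.73 and −2.60 for ribosomal proteins, −1.47 and −2.49 for translation initiation, 1.42 for apoptosis in spleen and 2.09 for the mitotic cell cycle in mLN. The ribosomal protein set and translation initiation kept a negative sign under the alternatives run for them. The sign of oxidative phosphorylation in mLN changed. Its mean was 0.016 with the replicate block, 0.026 with the correction for GC content and length, 0.039 with both, 0.0027 with RLE normalization and 0.0023 with at least 10 counts, and from −0.046 to 0.021 with each replicate left out. Its NES in mLN was 0.666 with the GC and length correction and ranged from −1.15 to 0.516 with a replicate left out. In spleen the ranges were −0.0089 to 0.057 for the mean and −0.415 to 1.02 for the NES. The apoptosis NES in mLN was −0.918 over all genes with a read. The mitotic cell cycle in spleen ranged from −0.021 to 0.046 (mean) and −0.923 to 0.766 (NES) with a replicate left out. The cause was not tested.

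The median correlation of WT and KO samples was 0.984 over all genes with a read, and 0.966 to 0.972 with each replicate left out, chosen after seeing the data. The first principal component held 39.7% with the 500 most variable genes, 39.1% with DESeq2's transformation, 29.8% with scaled genes, and 30.4% to 33.2% with each replicate left out, also chosen after seeing the data.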

Differences from the paper's values

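None of the tests of this part was chosen after the result was seen, except the settings named as such. The paper's values were read by eye from its figures. Its text does not give the cut-offs behind the counts of Fig. S4C, so the limits drawn in Figure S4D were used. Different cut-offs were therefore not excluded as a cause of the gaps in these counts. A number of genes was called different where its gap to the paper's exceeded the SD of the leave-one-out values and the ratio exceeded 1.5. An NES was called different where its sign differed or its gap exceeded that SD. Neither rule is a test of equality.

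The number of genes lower in KO mLN was 15, against about 290 in Fig. S4C for the paper. None of the 16 alternatives set before the data were examined closed the gap. The highest were 179 without the filter on low counts and, in a DESeq2 fit of all 15 samples chosen after seeing the values, 177. The number of genes lower in both organs was 7, against about 27 in Fig. S4C. Of the alternatives set before the data were examined, DESeq2 gave 29 and the other 23 remained different, below it except for 73 without the filter on low counts; the DESeq2 fit of all 15 samples, chosen after seeing the values, gave 36. For genes higher in KO spleen the number was 18, against about 36 in Fig. S4C. Without WT spleen replicate 3 it was 34, the other alternatives set before the data were examined did not close the gap, and the DESeq2 fit of all 15 samples, chosen after seeing the values, gave 31. For genes higher in KO mLN the number was 32, against about 200 in Fig. S4C. It was 163 without the filter on low counts, the only one of the alternatives set before the data were examined to come within the paper's value, and 145 in the DESeq2 fit of all 15 samples, chosen after seeing the values. The p-values without the filter were out of proportion to the spread between replicates for single genes, so the number 163 carries little weight. For genes higher in both organs the number was 7, against about 18 in Fig. S4C. It was 15 with DESeq2, 14 without a fold change minimum and 13 without WT spleen replicate 3, while the other alternatives set before the data were examined did not close the gap. The DESeq2 fit of all 15 samples, chosen after seeing the values, gave 14.

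The NES of translation initiation in mLN was −1.46, against about −1.9 in Fig. 4B, and that of ribosomal proteins was −1.39, against about −1.8 in Fig. 4B. None of the 11 alternatives set before the data were examined closed either gap. With permutation of genes, chosen after seeing the values, they were −2.49 and −2.60 in mLN and −1.47 and −1.73 in spleen. The figure does not name the organ, and the gene sets differ. The NES of oxidative phosphorylation in mLN was −0.272, against about −1 in Fig. 4D. Of the alternatives set before the data were examined, all genes with a read (−0.498), limma's ranking (−0.434), and the fits without WT mLN replicate 1 (−0.455), WT mLN replicate 2 (−0.497) or KO mLN replicate 1 (−1.15) were not called different from it by this rule, and the other 6 were. The NES varied from −1.15 to 0.516 with a replicate left out, so the SD is wide and these values are no evidence of a match.

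The paper lists ribosomal gene sets among the leading underrepresented sets. In mLN 10 of the 20 lowest sets were ribosomal and in spleen 0 of 20. The paper describes oxidative phosphorylation as lower in KO, and its NES in spleen was 0.783. The paper shows Il2ra as reduced in mLN. Its log2 fold change there was −1.29, with an adjusted p-value of 0.139 in edgeR; it passed when all 15 samples were fitted together (0.0412 in edgeR, and 0.0252 in DESeq2, chosen after seeing the values) and without the filter on low counts (9.51e-27 in edgeR, chosen for single genes after seeing the values), and over the alternatives that kept all samples its adjusted p-value reached 0.185. Of the other genes of Figure 4A, Ccr2 in mLN passed with DESeq2 (0.0128) and with DESeq2 over all 15 samples (0.0181, chosen after seeing the values), and Ccr2 (8.18e-07), Ccr7, Il1rl1 and Il2rb passed without the filter in edgeR, chosen for single genes after seeing the values; the adjusted p-value of Ccr2 reached 0.28 over the alternatives that kept all samples. In spleen, Il2rb and Tnfsf4 passed with DESeq2 (0.0116 and 0.0284), and both passed with DESeq2 over all 15 samples (0.0301 and 0.015) and, with Ccr7, without the filter in edgeR, both settings chosen for single genes after seeing the values. Over the alternatives that kept all samples their adjusted p-values reached 0.167 for Il2rb, 0.136 for Tnfsf4 and 0.706 for Ccr7. P-values from the fit without the filter, such as 9.51e-27 for Il2ra, are out of proportion to the spread between replicates. Genes that passed only in that fit are not taken as changed.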

Other observations

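The tests of erythroid, stromal and interferon-induced transcripts and of other splits of the samples were chosen only after the result was seen, and the list of stress genes was drawn up after the changed genes were seen.

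Other splits of the same samples were tested. Among the 8 splits that part the samples with the same number as the real one does, 1 gave as many genes past both limits in spleen, 1 in mLN and 1 of 8 joint splits of the mice for genes shared by both organs, in each case the real one. With 8 splits a share under 0.05 cannot be reached. Over all 35 splits, which also part fewer of the same-numbered samples, the real one gave 64 genes in spleen and the others at most 2, and 47 genes in mLN and the others at most 1. For the interaction the real number is 0, which all 100 of 100 drawn relabellings reach by design. At an unadjusted p-value under 0.05, 59 of the 100 gave at least the 652 genes of the real labels, and the median of the others was 734.

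A large share of the uniquely aligned reads lay on no gene. In 79 antisense genes that lie inside exons of well-expressed genes, the reads per base were a median of 1.20 times those of the gene on the other strand. This is consistent with counting of a single strand of an unstranded library, in which antisense genes such as Gm15441 receive reads of the genes they overlap.

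Samples of spleen and mLN with the same number used T cell receptor β V genes alike. The mean correlation of usage was 0.748 for same-numbered samples and −0.25 for others (exact permutation p = 0.00174 over 576 pairings, the smallest they can give). A candidate explanation is that samples of the same number came from the same recipient mouse. The sex of the donors was tested as a source of the difference between genotypes. The highest count of a Y-linked gene was 1 in any sample, with 3332 to 5277 counts of Xist, so all samples appear female.

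Ribosomal protein genes were lower in KO mLN. After correction for GC content and length their mean log2 fold change was −0.21, so this bias does not fully account for the decrease. Across the 15 samples, as deviations from group means, ribosomal protein expression was not related to reads on genes (Pearson's r = 0.0999, permutation p = 0.806; Spearman's rho = −0.0571, permutation p = 0.869; 2 relations computed). Without the 2 farthest samples r was −0.373. The decrease itself did not pass a test that accounts for the correlation between these genes (exact permutation p = 0.0857 over 35 splits). The mitotic cell cycle set had a mean log2 fold change of 0.12 in mLN (p = 0.0969 from limma's camera), and 1 of 35 splits, the real one, gave a mean as large, while its NES of 1.58 had an exact permutation p = 0.171.

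Rhag and Rhd were lower in KO spleen (log2 fold change −2.81 and −2.71). RNA from erythroid cells may be the source, since 6 of 6 genes of a list of erythroid markers were lower as well, with a mean log2 fold change of −3.46, though 0 passed the adjusted p-value in edgeR. The list had 1888 and 910 counts per 1e6 reads in WT spleen replicates 3 and 4 and 41.8 to 120 in the other spleen samples, so the decrease of the list rests on these samples. Rhag differed from the list in the remaining WT samples, with 5.25 and 5.54 CPM in WT replicates 1 and 2 and at most 1.36 CPM in KO, while the list had 120 and 93.6 there and up to 106 in KO. With each replicate left out, its log2 fold change stayed between −2.97 and −2.42 and passed the adjusted p-value in edgeR in 7 of 8 fits. Erythroid RNA as this list measures it therefore does not fully account for the decrease of Rhag, and a contribution from it was not excluded. In mLN, WT replicate 4 had 798 counts per 1e6 reads of the list and the other samples had 17.8 to 71.1.

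Myh11 and Acta2 were higher in KO mLN (log2 fold change 4.63 and 2.67). Stromal cells could be the source, but the other stromal genes together had at most 28 counts in a KO and at most 27 in a WT mLN sample. Pecam1 was left out of this sum after its counts were seen. Fos, Fosb and Hspa1a were higher in KO spleen (1.88, 2.08 and 6.18). Stress during handling of the cells may be a cause. The other stress genes had a mean log2 difference of 0.37 (9 genes, 6 higher, exact permutation p = 0.0571), so the pattern cannot be told apart from handling. For interferon-induced genes such as Mx1 and Ifi27l2a in mLN, a response to interferon was tested on the rest of the Reactome set, whose mean log2 difference was 0.10 (23 genes, 17 higher, exact permutation p = 0.171), which leaves this hypothesis open.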
